# Impact of Fluoxetine Treatment and Folic Acid Supplementation on the Mammary Gland Transcriptome During Peak Lactation

**DOI:** 10.3389/fphar.2022.828735

**Published:** 2022-02-23

**Authors:** Celeste M. Sheftel, Lihe Liu, Sena L. Field, Samantha R. Weaver, Chad M. Vezina, Francisco Peñagaricano, Laura L. Hernandez

**Keywords:** calcium signaling, serotonin, SSRI, folic acid, lactation, involution, lipid metabolism

## Abstract

Serotonin is a key regulator of mammary gland homeostasis during lactation. Selective serotonin reuptake inhibitors (SSRIs) are commonly used to treat peripartum depression, but also modulates mammary gland serotonin concentrations and signaling in part through DNA methylation. The objective of this study was to determine mouse mammary transcriptome changes in response to the SSRI fluoxetine and how methyl donor supplementation, achieved by folic acid supplementation, affected the transcriptome. Female C57BL/6J mice were fed either breeder diet (containing 4 mg/kg folic acid) or supplemented diet (containing 24 mg/kg folic acid) beginning 2 weeks prior to mating, then on embryonic day 13 mice were injected daily with either saline or 20 mg/kg fluoxetine. Mammary glands were harvested at peak lactation, lactation day 10, for transcriptomic analysis. Fluoxetine but not folic acid altered circulating serotonin and calcium concentrations, and folic acid reduced mammary serotonin concentrations, however only fluoxetine altered genes in the mammary transcriptome. Fluoxetine treatment altered fifty-six genes. *Elovl6* was the most significantly altered gene by fluoxetine treatment along with gene pathways involving *fatty acid homeostasis*, *PPARγ,* and *adipogenesis*, which are critical for milk fat synthesis. Enriched pathways in the mammary gland by fluoxetine revealed pathways including *calcium signaling, serotonin receptors, milk proteins*, and *cellular response to cytokine stimulus* which are important for lactation. Although folic acid did not impact specific genes, a less stringent pathway analysis revealed more diffuse effects where folic acid enriched pathways involving *negative regulation of gene expression* as expected, but additionally enriched pathways involving *serotonin*, *glycolysis*, and *lactalbumin* which are critical for lactation. In conclusion, peripartal SSRI use and folic acid supplementation altered critical genes related to milk synthesis and mammary gland function that are important to a successful lactation. However, folic acid supplementation did not reverse changes in the mammary gland transcriptome altered by peripartal SSRI treatment.

## 1 Introduction

Serotonin (5-hydroxytryptamine, 5HT) is a monoamine that acts as an important neurotransmitter for mood and behavior in the brain. However, non-neuronal 5HT accounts for the greatest amount (95%) of total body 5HT levels where it acts primarily as a hormone. Non-neuronal 5HT is involved in numerous biological functions and is particularly important in the mammary gland as a regulator of lactation, where the mammary gland contributes approximately 50% of the circulating non-neuronal 5HT content (Weaver et al., 2017). Mammary-derived 5HT can act locally in an autocrine/paracrine manner to regulate involution through changes in mammary tight junction permeability (Marshall et al., 2010; Pai et al., 2015), milk protein synthesis (Matsuda et al., 2004), and calcium homeostasis (Hernandez et al., 2012a; Laporta et al., 2014a). Additionally, mammary-derived 5HT participates in an integral systemic breast-to-bone communication during lactation by upregulating parathyroid hormone related protein (PTHrP), which liberates calcium from skeletal stores to maintain maternal calcium homeostasis (Hernandez et al., 2012a). 5HT regulates PTHrP in the mammary epithelial cells by multiple mechanisms: 5HT receptor 2B activation (Hernandez et al., 2012a), epigenetic activation of sonic hedgehog (Laporta et al., 2014b), and a transglutaminase-dependent serotonylation (Sheftel and Hernandez, 2020). Thus, the mammary gland maintains maternal calcium homeostasis by coordinating multiple systemic calcium signaling pathways to ensure sufficient calcium in milk for the nursing neonate.

Tryptophan hydroxylase 1 (TPH1) is the rate limiting enzyme in 5HT synthesis in the periphery, converting L-tryptophan to 5-hydroxytryptamine (5HTP), which is decarboxylated to create 5HT (Boadle-Biber, 1993). *Tph1*-knockout (KO) mice, which are deficient in non-neuronal 5HT, have a decreased serum calcium concentration, as well as altered mammary epithelial intracellular calcium transport through disrupted calcium transporter localization and decreased gene expression of the transporters (Laporta et al., 2014a). The *Tph1*-KO mouse mammary transcriptome exhibited alterations in calcium signaling, particularly calcium release from the endoplasmic reticulum, during lactation. Interrogation of the *Tph1*-KO lactating mammary transcriptome linked 5HT to biological pathways associated with lipid metabolism, fat cell differentiation, and insulin resistance (Laporta et al., 2015).

5HT signaling can be probed using various methods, including genetic *Tph1* ablation, 5HTP supplementation, and selective serotonin reuptake inhibitor (SSRI) treatment. SSRI antidepressants enhance the serotonergic system by increasing exposure of the neuron, or peripheral tissue, to 5HT through inhibition of the 5HT reuptake transporter (SERT). Additionally, SSRIs upregulate 5HT synthesis by increased TPH expression, concurrent with reduced 5HT degradation (Marshall et al., 2014). We previously reported that the SSRI fluoxetine increases mammary 5HT concentration and exacerbates lactation-associated bone loss, potentially by increasing PTHrP in the mammary gland (Weaver et al., 2018). Clinical depression is common during or after pregnancy, and SSRIs are the first-choice treatment for maternal depressive symptoms (Gavin et al., 2005; Koren and Nordeng, 2012). As such, exacerbated 5HT-PTHrP signaling may negatively impact the skeleton long-term for women taking SSRIs to treat maternal depression during the peripartum period. Further, given the widespread physiological roles of 5HT, it is possible that SSRI use during lactation may have numerous impacts on the mammary gland during lactation that may be critical for milk synthesis.

We have previously demonstrated that non-neuronal 5HT regulates PTHrP by decreasing DNA methylation of PTHrP and differential methylation of the sonic hedgehog DNA promoters (Laporta et al., 2014b; Weaver et al., 2018). In this study, we investigated transcriptomic changes in the mammary gland of lactating mice in response to peripartum fluoxetine treatment with or without the well-known methyl donor folic acid (FA) (Anderson et al., 2012) as a potential translatable rescue for these altered methylation states.

## 2 Materials and Methods

### 2.1 Animal Handling and Experimental Design

Mammary gland tissues used in this experiment were collected from a previous study (Weaver et al., 2018). All experiments were performed under protocol #V01426, approved by the Research Animal Care and Use Committee at the University of Wisconsin-Madison. C57BL/6J mice were maintained at a temperature of 25°C, 20%–50% humidity, with a 12-hour light/dark cycle with *ad libitum* access to food and water. Two weeks before mating, dams were randomly assigned into breeder diet (Harlan Diet 2019, Harlan Teklad, Madison, WI containing 4 mg/kg diet FA, *n* = 16) or the same base diet supplemented with FA (FA-enriched diet, Harlan Diet 120256 containing a final concentration of 24 mg/kg diet FA, *n* = 16). This diet formulation was previously used to induce methylation changes in our collaborator’s lab (Keil et al., 2015). In humans, the FA RDA increases from 400 µg to 600 µg per day during pregnancy, a 50% increase and then decreasing to 450 µg per day during lactation (Committee IoMUS, 1998). In our case we used a 100% increase from 2 mg/kg diet in AIN-93 (Reeves et al., 1993) to our 4 mg/kg diet to support breeding, pregnancy, and lactation and the 24 mg/kg diet FA is 10 times the daily requirement. The mice remained on their respective diet, either breeder diet or FA supplemented diet throughout the experimental period. Beginning at 6 weeks of age, female mice were bred overnight, and pregnancy was determined by observing a seminal plug, at which time the mice were housed individually and randomly assigned to fluoxetine or vehicle treatment. This resulted in 4 treatments: breeder diet + saline (*n* = 8), breeder diet + fluoxetine (*n* = 8), FA supplemented diet + saline (*n* = 8), or FA supplemented diet + fluoxetine (*n* = 7). Beginning on embryonic day 13 (E13) of pregnancy through day 10 of lactation (L10), dams received a daily intraperitoneal injection of either 20 mg/kg bodyweight fluoxetine hydrochloride (#F312, Sigma-Aldrich, St. Louis, MO, United States) in saline or sterile saline vehicle.

### 2.2 Sample Collection, Assays, and Analysis

Blood was collected at E13, L1, and L10 from the submandibular vein using a 5.5 mm lancet. Blood was then placed on ice for 20 min to allow for the disruption of platelets and centrifuged at 1,500 ×*g* at 4°C for 20 min to isolate serum, which was stored at −80°C until analysis. At L10, the dams were euthanized via carbon dioxide inhalation, followed by cervical dislocation. The mammary glands were rapidly extracted and frozen in liquid nitrogen to preserve tissue integrity, then stored at −80°C until RNA extractions.

Serotonin concentrations were determined using a 5HT Enzyme Immunoassay Kit (Beckman Coulter, #IM1749, Brea, CA, United States) using serum diluted 1:100 or 125 μg protein in radioimmunoprecipitation lysis buffer as previously described (Weaver et al., 2018). Total calcium was determined using a Calcium Assay Kit (Cayman Chemical Company, #701220, Ann Arbor, MI, United States) in serum diluted 1:2 according to the manufacturer’s instructions. 5HT assay had an intra-assay CV of <10% and calcium <5%.

Circulating 5HT, mammary gland 5HT concentration, and circulating calcium analyses were conducted using GraphPad Prism 9 (Version 9.2.0) or SAS (Version 9.4). Analysis between treatments without the effect of time were performed using a one-way ANOVA. Analyses with multiple time points were conducted using a mixed-model ANOVA with Tukey’s post-hoc pairwise comparisons test to detect differences between treatment groups. For all analyses, differences among means were considered significant if *p* < .05 or a tendency if .05 < *p* < .1. All values are reported as mean ± SEM.

### 2.3 RNA-Seq: RNA Extraction, Library Generation, Sequencing, Quality Control, and Read Mapping

Total RNA was extracted from the mammary gland using Qiagen RNeasy Micro Kit (#74004, Qiagen Germantown, MD, United States) according to the manufacturer’s protocol. Libraries from total RNA from individual samples were prepared following the standard procedures for the Illumina’s mRNA-Seq at Novogene in San Diego, CA, United States. The libraries were sequenced using the Illumina NovaSeq 6000 platform which generated 150 base-pair paired-end reads.

Quality of the sequencing reads was evaluated using FastQC (version 0.11.7, Babraham Bioinformatics, Cambridge, United Kingdom). Trimming was performed using Trim Galore (version 0.4.4, Babraham Bioinformatics, United Kingdom) with the following parameters: --paired --length 50 --clip_R1 15 --clip_R2 15 --three_prime_clip_R1 5 --three_prime_clip_R2 5. After processing, reads were mapped to the house mouse (Mus musculus) reference genome (GRCm39) using Hisat2 (v2.1.0) (Kim et al., 2015). The accession number GSE188845 can be used to access the sequencing data through NCBI GEO database.

### 2.4 RNA-Seq: Expression Analysis

The number of sequencing reads that mapped to each annotated gene in the annotation file (GTF file) was obtained using the python script htseq-count (v0.6.1p1) using the option intersection-nonempty (Anders et al., 2015). The differential expression analysis was performed using the *R* package edgeR (Robinson et al., 2010). This package combines 1) the use of the trimmed mean of M-values as normalization method, 2) the estimation of tagwise negative binomial dispersion values using an empirical Bayes approach, and finally 3) the fitting of negative binomial generalized log-linear models to detect significant genes. Here, the generalized log-linear linear models included the main effect of fluoxetine, the main effect of dietary FA, and the interaction effect fluoxetine-by-FA. The detection of differentially expressed genes in response to either fluoxetine, FA, or both, was conducted using likelihood ratio tests. Given that RNA-sequencing is now recognized as a mature, robust, and reliable technique, we did not validate the gene expression results using other techniques, such as qPCR.

### 2.5 Over-Representation Analysis

The over-representation or enrichment of gene-sets with differentially expressed genes was tested using Fisher’s exact test, a hypergeometric-based test commonly used to evaluate 2 × 2 contingency tables. Differentially expressed genes (*p*-value ≤ .01) that had ENSEMBL annotations were tested against the background set of all expressed genes with ENSEMBL annotations. Functional terms (gene-sets) from various databases, including Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Medical Subject Headings (MeSH) were interrogated. All these analyses were performed using the R package EnrichKit (https://github.com/liulihe954/EnrichKit).

## 3 Results

Folic acid reverses fluoxetine-mediated increased mammary gland serotonin concentration without impacting circulating serotonin or calcium.

We examined the effects of peripartum fluoxetine treatment and dietary FA supplementation on maternal 5HT homeostasis. Maternal serum 5HT was decreased by fluoxetine treatment throughout the treatment period (L1 and L10) compared to start of treatment (E13) (*p* < .0001, Figure 1A). Serum 5HT concentrations did not vary over time, however there was an interaction between treatment and time (*p* < .001). This is consistent with previous studies demonstrating SSRI treatment reduces serum 5HT levels (Bismuth-Evenzal et al., 2012; Holck et al., 2019). FA supplementation did not impact circulating 5HT concentrations (*p* > .05).

**FIGURE 1:**
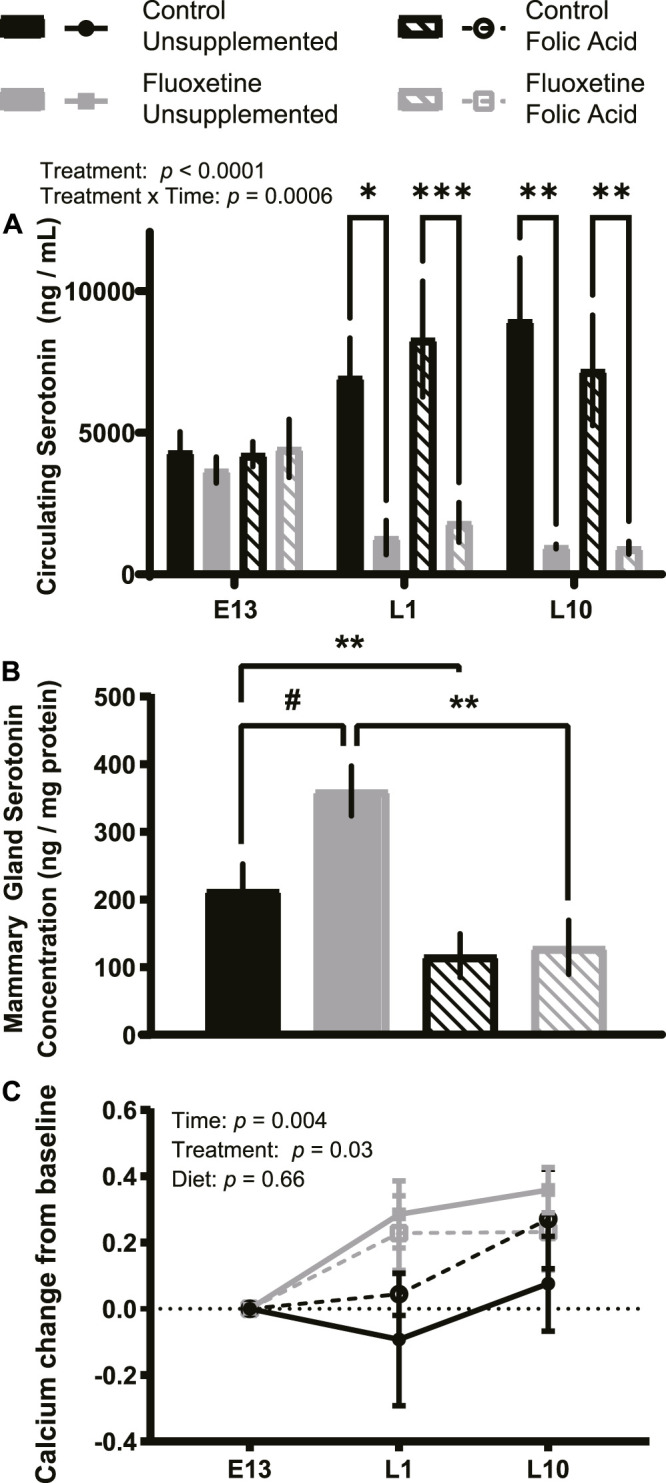
Circulating serotonin and calcium concentrations are impacted by fluoxetine but not folic acid (FA) supplementation. C57BL/6J mice were randomly assigned to a FA supplemented (24 mg/kg FA in diet) or breeder diet (4 mg/kg FA in diet) for 2 weeks prior to mating. On embryonic day 13 (E13), dams were randomly assigned into control (breeder diet, saline injection; *n* = 8), fluoxetine (breeder diet, 20 mg/kg/d fluoxetine injection; *n* = 8), FA (FA diet, saline injection; *n* = 8), or interaction (FA diet, 20 mg/kg/d fluoxetine injection; *n* = 8) groups. Blood samples were collected from all mice at the start of treatment on E13, lactation day 1 (L1), and lactation day 10 (L10), and serum was isolated. Serum serotonin (ng/ml) is shown **(A)**. Protein isolated from mammary glands were used to quantify mammary gland serotonin concentration (ng/mg protein) at L10 **(B)**. Serum calcium concentrations (nM) were generated by subtracting each mouse’s baseline (E13) serum calcium concentration from their serum calcium concentrations on L1 or L10 to correct for variation within each dam **(C)**. Data presented as mean ± SEM. ^#^ *p* < .1, *p < .05, **p < .01, ***p < .001, and ****p < .0001.

Mammary 5HT concentration on L10 tended to increase in the fluoxetine-only treated group (*p* = .09; Figure 1B). Dams supplemented with FA had reduced mammary 5HT concentration compared to control dams (*p* < .05) and the dams treated with fluoxetine and supplemented with FA exhibited significantly reduced mammary 5HT concentration compared to fluoxetine-only (*p* < .01). Circulating calcium concentrations were altered over time (*p* < .01) and by fluoxetine treatment (*p* < .05), but not by FA supplementation (*p* > .05; Figure 1C).

### 3.1 Fluoxetine Alters the Mammary Gland Transcriptome

Fifty-six genes were differentially expressed (DEGs) between the fluoxetine and saline groups, of which 49 were upregulated and 7 were downregulated in fluoxetine treated dams relative to saline treated dams (False Discovery Rate (FDR) ≤ 10%, Figure 2; Supplementary Table S1). 

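Mammary glands were collected on lactation day 10 from 31 dams fed a breeder diet with 4 mg/kg FA or a supplemented diet with 24 mg/kg. Fluoxetine (20 mg/kg/d), a selective serotonin reuptake inhibitor, or saline was injected from embryonic day 13 on. The sample labels give 8 dams for breeder diet + saline, 7 for breeder diet + fluoxetine, 8 for FA diet + saline and 8 for FA diet + fluoxetine. The paper's methods give 8 dams for breeder diet + fluoxetine and 7 for FA diet + fluoxetine, and the groups compared here follow the labels. Polyadenylated RNA of each dam was sequenced as 1 library. The authors mapped the trimmed reads to GRCm39 with Hisat2, counted them per gene with htseq-count, and provided raw counts per Ensembl gene. Total counts per dam ranged from 15412542 to 36000439. The median was 21005378.5 in breeder diet + saline, 20919011 in breeder diet + fluoxetine, 22047178.5 in FA diet + saline and 23755159 in FA diet + fluoxetine. In most libraries, a few milk transcripts took most of the counts. The 20 most abundant genes held 76.5% ± 1.54 (SD, n = 8) of the counts in breeder diet + saline, 74.8% ± 6.47 (SD, n = 7) in breeder diet + fluoxetine, 78.3% ± 3.55 (SD, n = 8) in FA diet + saline and 72.0% ± 13.3 (SD, n = 8) in FA diet + fluoxetine. This share is not a measure of milk transcripts alone. Dam 11 of FA diet + saline had 80.4% on these genes but 57.2% on milk protein genes. *Rn18s-rs5*, a ribosomal RNA sequence, held 14.1% of its counts. The same sequence held 5.44% in dam 9 of breeder diet + fluoxetine and at most 2.53% in any other dam. Counts were normalized by edgeR's TMM method. Genes with too few counts for a test were removed by edgeR's filterByExpr, which left 14362 genes. Each gene was fitted with both main effects and their interaction, and tested with edgeR's quasi-likelihood test at an FDR of 10%, the paper's threshold. Log2 fold changes are full differences between groups, averaged over the other factor. A model with symmetric coding of the main effects gives 0.5 of these values on the log2 scale. Expression is given in CPM after TMM normalization.

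**Figure D1:**
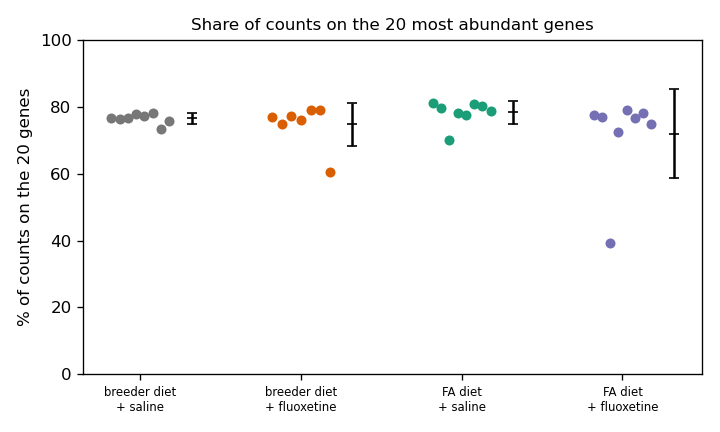
Percent of each dam's counts that fell on the 20 most abundant genes (vertical axis), by group (horizontal axis). Each point is 1 dam. Dam 3 of FA diet + fluoxetine lies at 39.3%, below the 72.6 to 78.9% of the other dams of its group, and dam 13 of breeder diet + fluoxetine lies at 60.5%, below the 74.9 to 79.0% of its group.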

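With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 3 genes differed between 15 fluoxetine-treated and 16 saline-treated dams at an FDR of 10%, 1 higher and 2 lower. They were *Elovl6*, *Serhl* and *Pgm5*. *Serhl* (ENSMUSG00000058586, chromosome 15 from 82973707 to 83000875) fell from 12.3 ± 1.95 CPM (SD, n = 16) to 8.38 ± 2.13 CPM (SD, n = 15), a log2 fold change of -0.56 (standard error 0.106, adjusted p = 0.0404). *Pgm5* (ENSMUSG00000041731, chromosome 19 from 24660380 to 24839229) fell from 4.80 ± 1.06 to 3.12 ± 0.660 CPM, a log2 fold change of -0.62 (standard error 0.118, adjusted p = 0.0404). At an unadjusted p of 0.05 or below, 1425 genes differed, where chance alone gives 718.1 if genes are independent. This excess is not beyond chance by permuted group labels, a test chosen after seeing the data. DESeq2, the alternative that moved the count most, called 70 genes, 53 higher and 17 lower. Testing every gene with at least 1 count called 1, and comparing dams of the breeder diet alone called 0. A model with the animal number as a block also called 0. Most numbers recur between groups, but 7, 8, 9 and 13 occur only in breeder diet + fluoxetine. With the block, these dams add nothing to the comparison. A weak tie between same-numbered dams could not be dismissed, although the paper names no shared litter or batch. The likelihood ratio test that the paper's methods name called 45 genes, 37 higher and 8 lower, with robust dispersion estimates. The methods do not name robust estimation. Without it, a setting chosen after seeing the data, this test called 58 genes, 49 higher and 9 lower. Of the paper's 56 called genes in Supplementary Table S1, the quasi-likelihood test called 3 and DESeq2 48. The likelihood ratio test called 43 of them, and all 56 without robust estimation. The count of the quasi-likelihood test rested on single libraries. It was 0 without dam 8 of breeder diet + fluoxetine and 1 without dam 2 of FA diet + saline. It was 5 without dam 3 of FA diet + saline, 5 without dam 3 of breeder diet + saline and 7 without dam 10 of FA diet + fluoxetine. It rose to 11 without dam 2 of FA diet + fluoxetine, 16 without dam 7 of breeder diet + fluoxetine and 19 without dam 4 of breeder diet + saline. Without any other single dam it lay between 2 and 4. The paper concludes that fluoxetine altered genes and gene sets of 5HT and dopamine metabolism, calcium trafficking, lactation, lipid metabolism and immune function.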

The most significantly affected DEG was *Elovl6* (ELOVL family member 6, elongation of long chain fatty acids, logFC = .45; *q-*value = .002), while the DEG with the largest fold change was *Saa2* (serum amyloid 2, logFC = 1.74, *q*-value = .076). 

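*Elovl6* (ENSMUSG00000041220) lies on chromosome 3 from 129326004 to 129432144 of GRCm39. Its expression was 34.0 ± 6.49 CPM (SD, n = 8) in breeder diet + saline, 66.5 ± 32.7 CPM (SD, n = 7) in breeder diet + fluoxetine, 37 ± 8.26 CPM (SD, n = 8) in FA diet + saline and 65.9 ± 27.7 CPM (SD, n = 8) in FA diet + fluoxetine. The log2 fold change for fluoxetine was 0.90 (standard error 0.165, adjusted p = 0.0404 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 0.45 on the scale of symmetric main-effect coding. Of 15 fluoxetine-treated dams, 14 lay above the saline median of their diet (permutation test on ranks within diet, two-sided, 100000 resamples, p = 1.10e-04). With each dam left out in turn, the log2 fold change stayed between 0.76 and 0.95, and the gene passed the threshold in 30 of 31 fits. It did not pass without dam 8 of breeder diet + fluoxetine (adjusted p = 0.107). Over the alternatives set in advance, its adjusted p ran from 0.00105 by DESeq2 to 0.624 on the breeder diet alone, where the threshold was not passed. With the animal number as a block it was not passed either (adjusted p = 0.466 by edgeR, change of 0.35 on the symmetric scale). To that model, dams 7, 8, 9 and 13 of breeder diet + fluoxetine add nothing, since their numbers occur in no other group. *Saa2* (ENSMUSG00000057465, chromosome 7 from 46401214 to 46403737) had 4.02 ± 7.00 CPM (SD, n = 16) under saline and 42.2 ± 88.5 CPM (SD, n = 15) under fluoxetine, with medians of 0.761 and 2.82 CPM. Its log2 fold change was 3.49 (standard error 1.07, adjusted p = 0.325), or 1.75 on the symmetric scale. For this gene, 11 of the 15 lay above the saline median of their diet (permutation test, p = 0.120). The log2 fold change ranged from 1.95 without dam 3 of FA diet + fluoxetine to 4.23 without dam 6 of breeder diet + saline, and the gene passed the threshold in 0 of 31 such fits. By DESeq2 its adjusted p was 0.0769, the smallest among the alternatives set in advance, which reached up to 1.000 for the effect on the breeder diet alone.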

The DEG with the second largest negative fold change was *Jazf1* (juxtaposed with another zinc finger protein 1, logFC = −.72, *q*-value = .06). 

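*Jazf1* (ENSMUSG00000063568, chromosome 6 from 52745058 to 53045731) was near the lower limit of detection, with 315 counts over all dams and counts in 27 of 31 dams. Its expression was 0.685 ± 0.334 CPM (SD, n = 16) under saline and 0.266 ± 0.195 CPM (SD, n = 15) under fluoxetine. The log2 fold change was -1.43 (standard error 0.447, adjusted p = 0.325 from edgeR's quasi-likelihood test), or -0.71 on the symmetric scale. Of the 15 fluoxetine-treated dams, 0 lay above the saline median of their diet (permutation test on ranks within diet, two-sided, p = 1.90e-04). Leaving out single dams moved the log2 fold change between -1.58 and -1.31, and the lowest adjusted p among these fits was 0.179. The likelihood ratio test gave an adjusted p of 0.0745. Over the alternatives set in advance, the adjusted p ran from 0.0715 to 1.000, and the filter at 1 CPM removed the gene.

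**Figure D2:**
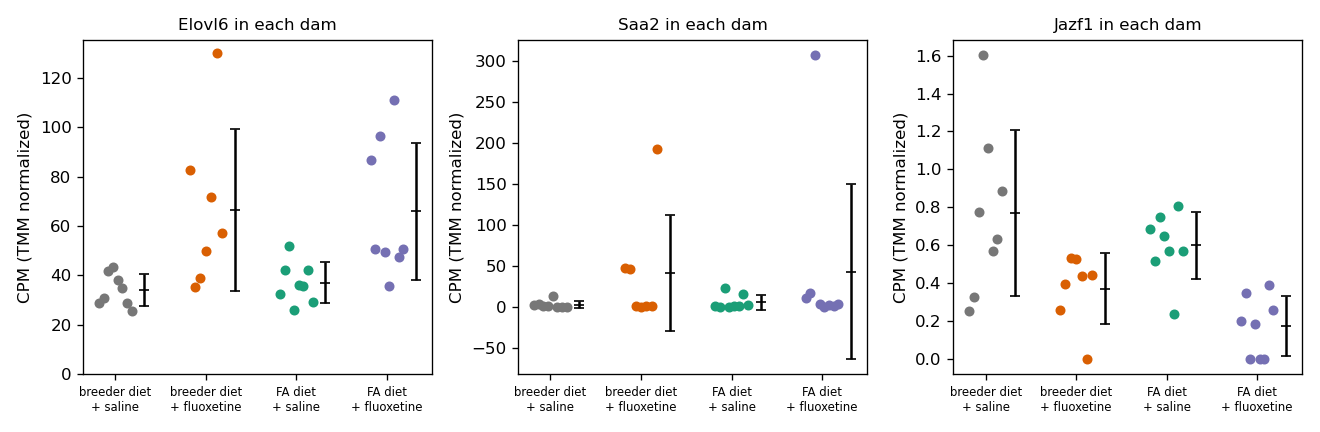
Expression of *Elovl6*, *Saa2* and *Jazf1* in CPM after TMM normalization (vertical axes, linear) in each dam, by group (horizontal axis). Points are dams and bars are the group mean ± SD. Of 15 fluoxetine-treated dams, 14 lie above the saline median of their diet for *Elovl6*, 11 for *Saa2* and 0 for *Jazf1*.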

Controlling using an FDR ≤10%, none of the genes showed differential expression due to FA supplementation. Similarly, none of the genes exhibited a significant fluoxetine treatment by FA supplementation interaction.

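Comparing 16 dams on the FA diet with 15 on the breeder diet, edgeR's quasi-likelihood test called 0 genes at an FDR of 10%, and 729 genes had an unadjusted p of 0.05 or below. The likelihood ratio test, DESeq2 and the limma voom test, the last chosen after seeing the data, also called 0 genes. The smallest p belonged to *Lfng* (ENSMUSG00000029570, chromosome 5 from 140593075 to 140601300), with 8.68 ± 2.75 CPM (SD, n = 15) on the breeder diet and 5.43 ± 1.66 CPM (SD, n = 16) on the FA diet. Its log2 fold change was -0.68 (standard error 0.164, adjusted p = 0.933). *Kazn* (ENSMUSG00000040606, chromosome 4 from 141829701 to 142205056) changed by -0.34 on the log2 scale (standard error 0.0837), with the same adjusted p. On simulated counts of this design, in which 200 genes carried a log2 change of 1 for fluoxetine, the quasi-likelihood test recovered 74% of them and called 0 genes for FA. The simulated change was for fluoxetine alone, so these values do not show how far an FA effect could be detected. The simulated genes were independent of each other and no library stood out, so the values need not hold for the real counts.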

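For the interaction, edgeR's quasi-likelihood test called 0 genes at an FDR of 10%, as did the likelihood ratio test and DESeq2. At an unadjusted p of 0.05 or below there were 552 genes. The smallest p belonged to *Mllt6* (ENSMUSG00000038437, chromosome 11 from 97554022 to 97576289), for which fluoxetine changed expression from 17.7 ± 3.50 CPM (SD, n = 8) to 12.5 ± 2.30 CPM (SD, n = 7) on the breeder diet and from 11.1 ± 3.16 CPM (SD, n = 8) to 15.8 ± 7.18 CPM (SD, n = 8) on the FA diet. The difference between both effects was 1.01 on the log2 scale (standard error 0.268, adjusted p = 0.977). *Gm15542* (ENSMUSG00000083396, chromosome 7 from 140470800 to 140471993) followed with -1.59 (standard error 0.436) and *Mpzl1* (ENSMUSG00000026566, chromosome 1 from 165419752 to 165462141) with 0.70 (standard error 0.194).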

**FIGURE 2:**
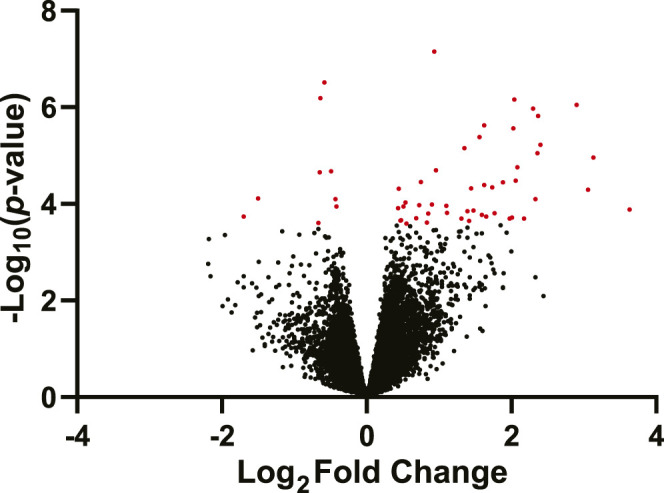
Volcano plot of differentially expressed genes in the mammary gland of mice treated with fluoxetine (20 mg/kg/d, *n* = 8) compared to saline control (*n* = 8). The y-axis denotes the −log_10_ *p*-value for each gene, while the x-axis denotes the log_2_ fold change for that gene relative to fluoxetine treatment. Red dots indicate significantly changed genes in the fluoxetine treatment group (FDR ≤10%); black dots indicate non-significantly changed genes or FDR ≥10%.

### 3.2 Fluoxetine Effects on Mammary Gland Pathways

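The paper's gene-set analysis starts from genes with an unadjusted p of 0.01 or below. With edgeR's quasi-likelihood test, 349 genes met this limit for fluoxetine, 255 higher and 94 lower, where chance alone gives 143.62 if genes are independent. Of 100 splits with permuted group labels, the real one included, 6 gave as many genes, so chance is not excluded. Under the likelihood ratio test that the paper's methods name, 4 splits gave as many, and 6 without robust estimation. Both of these sets of splits were chosen after seeing the data. Counts this close in 100 splits do not tell the tests apart. Testing every gene with at least 1 count moved the count of 349 genes most, to 1063 of 29436 genes tested. It was 219 without dam 9 of breeder diet + fluoxetine and 552 without dam 2 of FA diet + fluoxetine. The gene sets of the databases were not used here. In their place, 38 lists of genes that the terms are named after, and of cell types, were tested as lists with limma's fry. Of these, 35 had at least 2 genes past the filter. Adjusted p-values of lists are Benjamini-Hochberg values over these 35 lists. The direction of a list is that of the mean of its genes' standardized differences, so that it can differ from the sign of the median. For fluoxetine, 2 of 35 lists passed an FDR of 10%. With each dam left out in turn, chosen after seeing the data, 0 to 7 lists passed, the most without dam 7 of breeder diet + fluoxetine or dam 3 of FA diet + fluoxetine. Leaving the 20 most abundant genes out gave 5 lists, and limma's camera gave 0 lists with an estimated correlation between genes and 5 with its preset correlation.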

To further characterize the effect of fluoxetine on the mammary gland, the potential enrichment of GO, KEGG, and MeSH terms with DEGs was analyzed using a Fisher’s exact test. The full list of significant terms is reported in Supplementary Tables S2–S4. Calcium signaling pathways were impacted by fluoxetine treatment (Figure 3) which are important for mammary epithelial calcium trafficking for milk synthesis (e.g., *D010281, parathyroid hormone, GO:0070679 inositol 1,4,5 triphosphate binding, D064026 calbindins*, and *D020013 calcium signaling*). 

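The list of calcium channels, pumps and calmodulins did not pass the threshold (8 of 20 genes higher, median log2 fold change -0.028, direction down, adjusted p = 0.6 by fry). The 3 inositol trisphosphate receptors were higher under fluoxetine (median log2 fold change 0.26, adjusted p = 0.107), and their list passed an FDR of 10% without dam 10 of breeder diet + saline, dam 7 of breeder diet + fluoxetine, dam 11 of FA diet + saline, or dam 2 or 4 of FA diet + fluoxetine (lowest adjusted p 0.0459). Among them, *Itpr2* (ENSMUSG00000030287, chromosome 6 from 146009797 to 146403721) rose from 10.8 ± 2.15 CPM (SD, n = 16) to 16.0 ± 9.53 CPM (SD, n = 15), a log2 fold change of 0.56 (standard error 0.175), or 0.33 without dam 3 of FA diet + fluoxetine. Its edgeR p adjusted over the list alone was 0.00906, and 0.325 over all genes tested. *Itpr1* changed by 0.26 (adjusted p = 0.490) and *Itpr3* by 0.035 (adjusted p = 0.948) on the log2 scale, the latter with the opposite sign on the breeder diet alone and without dam 9 or 13 of breeder diet + fluoxetine or dam 5 of FA diet + fluoxetine. Adjusted over the list alone, 1 of the 3 receptors passed 0.05, against 0 over all genes. The calbindin genes did not pass the filter on low counts, with 0 counts of *Calb1* and *Calb2* and 48 counts of *S100g* over all dams. In the parathyroid list, *Pth* and *Pth2r* did not pass the filter, and for *Pthlh* and *Pth1r* together fry gave an adjusted p of 0.596. *Pthlh* (ENSMUSG00000048776, chromosome 6 from 147153599 to 147165681) had 24.6 ± 7.78 CPM (SD, n = 16) under saline and 23.2 ± 10.2 CPM (SD, n = 15) under fluoxetine, a log2 fold change of -0.074 (standard error 0.260, adjusted p = 0.952). Its change was 0.0084 without dam 3 of FA diet + fluoxetine, and 0.29 on the breeder diet alone.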

Notably, several functional terms related to lactation were altered by fluoxetine treatment (Figure 4). Fatty acid and lipid metabolism were among the most abundantly enriched pathways (e.g., *GO:0055089 fatty acid homeostasis, mmu00561 glycerolipid metabolism*, and *D047495 PPAR gamma*), along with immune pathways (e.g., *GO:0006953 acute-phase response, mmu04658 Th1 and Th2 cell differentiation*, and *GO:0071345 cellular response to cytokine stimulus*). 

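The list of milk lipid synthesis genes had 8 of 27 genes higher, median log2 fold change -0.066, direction down, adjusted p = 0.874 by fry. It had 12 of 27 genes higher, a median of -0.014 and the direction up without dam 3 of FA diet + fluoxetine. Adjusted over the list alone, 2 of its 27 genes passed 0.05 by edgeR's quasi-likelihood test, *Elovl6* (adjusted p = 1.16e-04) and *Dgat1* (adjusted p = 0.0114), against 1 over all genes. In this list, 2 genes stand in Supplementary Table S1, *Elovl6* among them. That table had been seen before, so a pass over the list alone is not independent evidence. The acute-phase list rose, with 13 of 14 genes higher and a median log2 fold change of 1.05, at an adjusted p of 0.125 by fry, and passed an FDR of 10% without dam 7 of breeder diet + fluoxetine or dam 4 of FA diet + fluoxetine (lowest adjusted p 0.0581). Its genes were in part known from the paper's table, and 7 of them stand in Supplementary Table S1, so the list is not independent evidence. The other 7 genes had a median log2 fold change of 0.32 and an unadjusted fry p of 0.337. Adjusted over the list alone, 8 of its genes passed 0.05, against 0 over all genes. Besides the serum amyloid genes, these were *Orm2* (log2 fold change 2.21, 0.00197 over the list alone), *C4b* (1.5, 0.00197), *Slpi* (2.28, 0.00197), *Lrg1* (1.67, 0.00467) and *Lcn2* (0.60, 0.0206). Leaving out dam 13 of breeder diet + fluoxetine lowered *Orm2* to 1.33, *Slpi* to 0.92 and *Lcn2* to 0.40, and *Lcn2* then had 0.0941 over the list alone. Under limma's camera with its preset correlation of 0.01, the acute-phase, skeletal muscle, myoepithelial, GATA factor and milk protein lists passed an FDR of 10% for fluoxetine, with adjusted p-values of 1.56e-04, 7.18e-04, 0.00650, 0.0257 and 0.0257. Of these 5 calls, the GATA factor list alone held under fry, and 0 held under an estimated correlation.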

Dopamine and serotonin pathways were enriched (*D014446 tyrosine 3-monooxygenase, D004296 dopa decarboxylase, D060492 low density lipoprotein receptor-related protein 5*, and *D011985 receptors, serotonin*), as well as pathways related to milk protein synthesis and tight junctions (*D008894 milk proteins* and *D062826 zonula occludens-1 protein*) in mammary glands exposed to fluoxetine.

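Of the genes for 5HT and dopamine synthesis and transport, *Slc6a4* (30 counts over all dams), *Ddc* (8 counts) and *Th* (21 counts) did not pass the filter on low counts. The 6 genes of the list that passed it had no common direction (3 of 6 genes higher, median log2 fold change 8.6e-04, direction up, adjusted p = 0.874 by fry). The same list had 1 of 6 genes higher, a median of -0.20 and the direction down without dam 3 of FA diet + fluoxetine. *Tph1* (ENSMUSG00000040046, chromosome 7 from 46294065 to 46321965) changed by 0.78 on the log2 scale (standard error 0.451, adjusted p = 0.571), and by -0.16 under DESeq2. This rise rested on dam 3 of FA diet + fluoxetine, without which the change was -0.16. Of the 14 5HT receptor genes only *Htr1d* passed the filter, with a log2 fold change of 0.020 (adjusted p = 0.993), a sign that changed in 13 of 31 fits with 1 dam left out. Of the 5 dopamine receptor genes only *Drd4* passed it, with -0.049 (adjusted p = 0.969), a sign that is opposite on the breeder diet alone and in 5 of these fits. The 8 milk protein genes were all lower under fluoxetine with TMM normalization (median log2 fold change -0.20, adjusted p = 0.429 by fry). The 5 genes with the most counts were among them, from -0.088 for *Wap*, -0.18 for *Csn1s1*, -0.20 for *Csn1s2a* and -0.21 for *Csn2* to -0.39 for *Csn1s2b*, each with an adjusted p of at least 0.571. Leaving out dam 3 of FA diet + fluoxetine left 1 of the 8 genes higher and moved the median of the list to -0.13, *Wap* to -0.0094, *Csn1s1* to -0.10, *Csn1s2a* to -0.13 and *Csn2* to -0.14. On the breeder diet alone, *Wap* changed by 0.032.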

**FIGURE 3:**
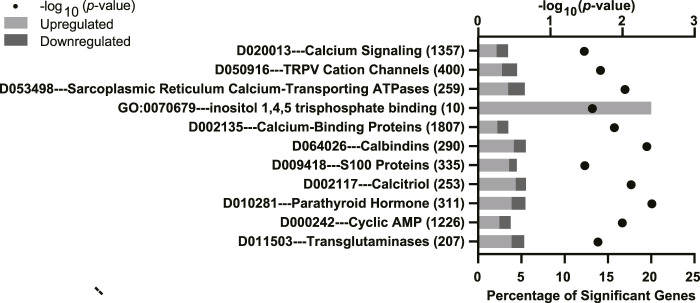
Significantly enriched calcium trafficking pathways from Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Medical Subject headings (MeSH) pathway analyses in the mammary gland of mice treated with fluoxetine (20 mg/kg/d, *n* = 8) or saline control (*n* = 8) from embryonic day 13 through lactation day 10. The y-axis denotes the names and total number of genes in each pathway, and the lower x-axis denotes the percentage of significant genes within each pathway. The upper x-axis denotes the −log_10_ *p*-value. Light gray bars indicate upregulated DEGs and dark gray bars indicate downregulated DEGs within each pathway.

**FIGURE 4:**
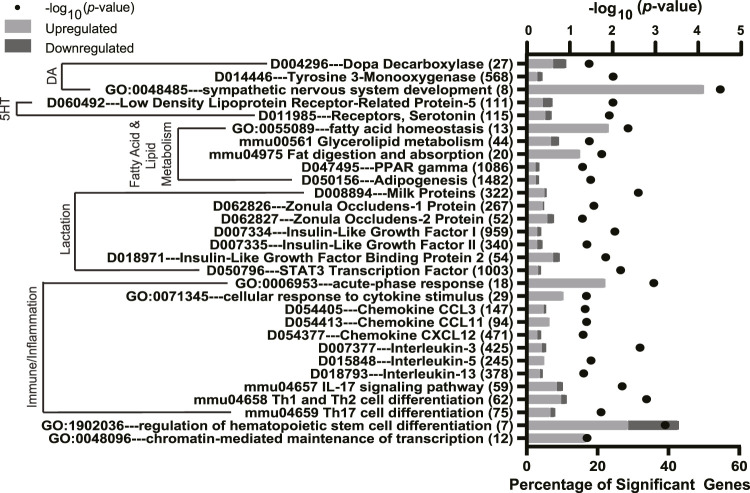
Significantly enriched pathways from Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Medical Subject headings (MeSH) pathway analyses in the mammary gland of mice treated with fluoxetine (20 mg/kg/d, *n* = 8) or saline control (*n* = 8) from embryonic day 13 through lactation day 10. The y-axis denotes the names and total number of genes in each pathway, and the lower x-axis denotes the percentage of significant genes within each pathway. The upper x-axis denotes the −log_10_ *p*-value. Light gray bars indicate upregulated DEGs and dark gray bars indicate downregulated DEGs within each pathway. Abbreviations: DA, dopamine; 5HT, serotonin; IL, interleukin.

### 3.3 Effects of Folic Acid Supplementation on Pathways in the Mammary Gland

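For FA, 120 genes had an unadjusted p of 0.01 or below by edgeR's quasi-likelihood test, 62 higher and 58 lower. The number that chance alone gives over the same 14362 genes is 143.62. Testing every gene with at least 1 count gave 875 genes, the largest move among the alternatives. Without dam 3 of FA diet + fluoxetine the number was 243. By fry, 0 of 35 lists passed an FDR of 10% with all dams, and 1, the SERCA pumps, without dam 4 of FA diet + fluoxetine or dam 4 of FA diet + saline (lowest adjusted p 0.0810). Limma's camera with its preset correlation called 3 lists, the myoepithelial, skeletal muscle and fibroblast lists, of which 0 held under fry or an estimated correlation. At an unadjusted p of 0.05 or below, fry gave 1 list, the SERCA pumps, which pointed down with an adjusted p of 0.217. A member of this list, *Atp2a1*, followed the skeletal muscle transcripts of the samples.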

We also assessed the role of FA supplementation on mammary gland gene expression using an over-representation analysis. The full list of significant terms is reported in Supplementary Tables S5–S7. We identified 22 pathways of interest that were altered by FA supplementation (Figure 5). 

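The list of DNA methylation genes, which holds methyltransferases, TET enzymes and methyl-binding proteins, was tested for FA with fry (6 of 13 genes higher, median log2 fold change -0.061, direction down, adjusted p = 0.931). Adjusted over the list alone, 1 of 13 genes passed 0.05 by edgeR's test, against 0 over all genes. This was *Tet3* (ENSMUSG00000034832, chromosome 6 from 83339355 to 83436066), with 19.5 ± 3.82 CPM (SD, n = 15) on the breeder diet and 15.2 ± 3.00 CPM (SD, n = 16) on the FA diet. The change was -0.36 on the log2 scale (standard error 0.109, 0.0322 over the list alone, adjusted p = 0.933 over all genes). It passed over the list alone in 20 of 31 fits with 1 dam left out, and reached 0.0911 without dam 6 of breeder diet + fluoxetine. The folate and one-carbon list had 16 of 21 genes higher, median log2 fold change 0.068, direction up, adjusted p = 0.959, and pointed down without dam 1 or 4 of breeder diet + saline, dam 9 of breeder diet + fluoxetine, or dam 5 of FA diet + fluoxetine. Of the translation initiation factor eIF2B genes, 5 of 5 were higher (adjusted p = 0.931 by fry), and *Eif2b3* (ENSMUSG00000028683) rose by 0.52 on the log2 scale (standard error 0.189, 0.0458 over the list alone). With 1 dam left out, *Eif2b3* passed over the list alone in 14 of 31 fits, and as few as 2 of the 5 genes were higher.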

The most enriched pathways were those involving transcriptional regulation (e.g., *GO:0010628 positive regulation of gene expression, GO:0043044 ATP-dependent chromatin remodeling*, and *D044127 epigenesis, genetic*). 

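*Lalba* (ENSMUSG00000022991, chromosome 15 from 98378281 to 98380602) had 3536 ± 726 CPM (SD, n = 15) on the breeder diet and 3589 ± 1369.5 CPM (SD, n = 16) on the FA diet. Its log2 fold change for FA was 0.024 (standard error 0.183, adjusted p = 0.999 from edgeR's quasi-likelihood test), and was negative in 6 of 31 fits with 1 dam left out. The glycolysis list had 11 of 16 genes higher, median log2 fold change 0.087, direction up, adjusted p = 0.931 by fry. All 8 milk protein genes were higher on the FA diet with a median of 0.073 on the log2 scale, while the list test pointed down (adjusted p = 0.959). With 1 dam left out, between 5 and 8 of these genes were higher, and the list pointed up without dam 3 of FA diet + fluoxetine. The list of STAT3 and involution genes had 8 of 13 genes higher, median log2 fold change 0.059, direction up, adjusted p = 0.959. It had 6 of 13 genes higher, a median of -0.037 and the direction down without dam 3 of FA diet + fluoxetine. The direction changed in 3 of 31 fits, without dam 9 of breeder diet + fluoxetine or dam 2 or 3 of FA diet + fluoxetine.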

There were several significant terms related to lactation, including milk production (*GO:0060058 positive regulation of apoptotic process involved in mammary gland involution* and *D007768 lactalbumin*) and glucose metabolism (*D006019 glycolysis* and *D00786 blood glucose*). FA supplementation also impacted terms associated with 5HT and dopamine pathways (e.g., *D012701 serotonin, D044402 serotonin 5-HT2A receptor* and *D004298 dopamine, D017447 dopamine D1 receptors*). 

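The receptors behind these terms were under the filter on low counts. *Htr2a* (ENSMUSG00000034997, chromosome 14 from 74877344 to 74946934) had 29 counts in 4 of 31 dams, and *Htr2c* (ENSMUSG00000041380) and *Drd1* (ENSMUSG00000021478) had 0 counts. No difference in the latter 2 was detectable at this depth. The dams with counts of *Htr2a* were 4 of 16 on the FA diet and 0 of 15 on the breeder diet (Fisher's exact test, chosen after seeing the data, p = 0.101). For the receptors that passed the filter, no change with FA was detected by edgeR's test. The log2 fold change was 0.0040 for *Htr1d* (standard error 0.377, adjusted p = 0.999) and -0.13 for *Drd4* (standard error 0.267, adjusted p = 0.990). With standard errors of this size, a change in either direction is not excluded. The sign of *Htr1d* changed in 13 of 31 fits with 1 dam left out, and *Drd4* had 0.083 without dam 13 of breeder diet + fluoxetine. The list for 5HT and dopamine synthesis and transport had 5 of 6 genes higher, median log2 fold change 0.20, direction up, adjusted p = 0.931 by fry. It had 3 of 6 genes higher, a median of -0.0026 and the direction up without dam 3 of FA diet + fluoxetine.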

FA supplementation downregulated *D019016 receptors, parathyroid hormone*.

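*Pth1r* (ENSMUSG00000032492) had 1.26 ± 0.967 CPM (SD, n = 15) on the breeder diet and 1.51 ± 2.05 CPM (SD, n = 16) on the FA diet. Its log2 fold change for FA was 0.17 (standard error 0.379, adjusted p = 0.990 from edgeR's quasi-likelihood test), and -0.060 under saline alone. Leaving out dam 3 of FA diet + fluoxetine changed the sign, to -0.26. *Pth2r* did not pass the filter on low counts. *Pthlh* changed by -0.049 (standard error 0.260), with the opposite sign under saline alone (0.31), without dam 3 of FA diet + fluoxetine (0.040) and without dam 6 of breeder diet + fluoxetine (0.031).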

**FIGURE 5:**
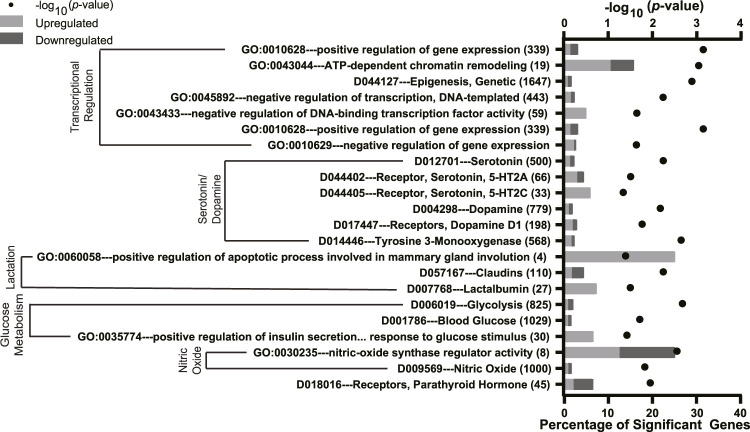
Significantly enriched Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Medical Subject headings (MeSH) pathways in the mammary gland of mice with folic acid (FA) supplementation (24 mg/kg FA in diet) or breeder diet (4 mg/kg FA in diet) for 5 ± 2 weeks. The y-axis denotes the names and total number of genes in each pathway, and the lower x-axis denotes the percentage of significant genes within each pathway. The upper x-axis denotes the −log_10_ *p*-value. Light gray bars indicate upregulated DEGs and dark gray bars indicate downregulated DEGs within each pathway.

### 3.4 Common Pathways Between Fluoxetine Treatment and Folic Acid Supplementation

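The genes with an unadjusted p of 0.01 or below by edgeR's quasi-likelihood test for both fluoxetine and FA numbered 3. In the supplementary tables of the paper, 159 GO terms are listed for fluoxetine and 146 for FA, and 1 term is in both. In 62 of the GO terms listed for FA, a single gene is counted.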

The GO overrepresentation analysis identified one common pathway shared between fluoxetine treatment and FA supplementation. *G-coupled protein receptor binding* was upregulated in mammary glands of dams receiving fluoxetine treatment and FA supplementation. 

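The paper's supplementary tables list 918 MeSH terms for fluoxetine and 964 for FA, of which 216 are in both. They list 30 KEGG terms for fluoxetine and 2 for FA, of which 0 are shared. Among genes tested here, the log2 fold changes for fluoxetine and FA had a Pearson r of 0.124 across genes, which are not independent replicates and share the same libraries.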

The MeSH analysis identified 215 overlapping pathways (Figure 6A). Combining all analyses, we identified 12 functional terms of interest overlapping between fluoxetine treatment and FA supplementation (Figure 6B). These significant terms included G-protein signaling (*GO:0001664 G protein-coupled receptor binding* and *D044385 GTP-binding protein alpha subunits*), calcium signaling (*D020013 calcium signaling* and *D002135 calcium-binding proteins*), cell cycle progression (*D002453 cell cycle* and *D008938 mitosis*) and cell proliferation (*D016212 transforming growth factor beta* and *D051785 smad proteins*). In addition, the combination of both treatments altered pathways involving transcriptional regulation (*D042002 chromatin assembly and disassembly*).

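The G alpha subunit list pointed down with fluoxetine (5 of 12 genes higher, median log2 fold change -0.066, direction down, adjusted p = 0.118 by fry) and had 7 of 12 genes higher, median log2 fold change 0.049, direction up, adjusted p = 0.931 for FA. For fluoxetine, the G alpha list passed an FDR of 10% without dam 4 or 10 of breeder diet + saline, dam 7 of breeder diet + fluoxetine, or dam 2, 3 or 4 of FA diet + fluoxetine. The TGF-β and Smad list had 7 of 13 genes higher, median log2 fold change 0.012, direction down, adjusted p = 0.874 for fluoxetine. It had 5 of 13 genes higher, a median of -0.057 and the direction down without dam 3 of FA diet + fluoxetine. For FA, 6 of its 13 genes were higher (median log2 fold change -0.042, adjusted p = 0.931). For the calcium list, FA gave 8 of 20 genes higher, median log2 fold change -0.023, direction down, adjusted p = 0.931. For the interaction, 0 of 35 lists passed an FDR of 10% by fry, the smallest adjusted p being 0.595, and 1 list, the osteoclast genes, was below an unadjusted 0.05. Camera with its preset correlation called 6 lists for the interaction, of which 0 held under fry or an estimated correlation.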

**FIGURE 6:**
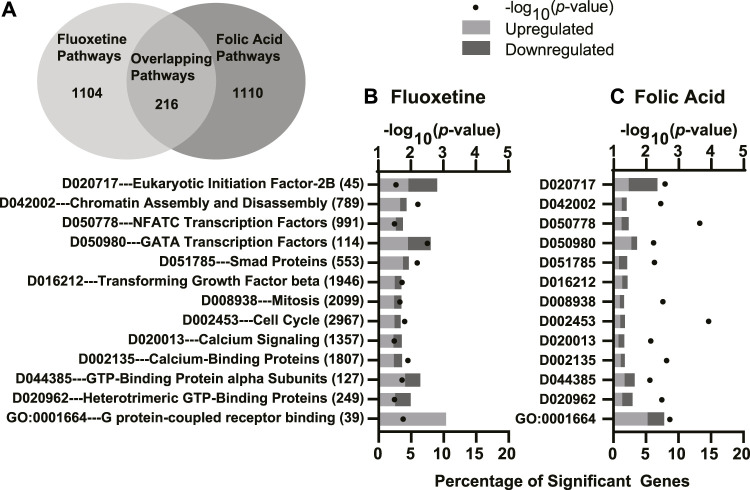
Significantly enriched Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Medical Subject headings (MeSH) pathways simultaneously enriched in both comparisons for fluoxetine treatment and folic acid (FA) supplementation. There were 216 overlapping pathways between the two comparisons **(A)**. GO, KEGG, and MeSH enriched pathways in the mammary glands of mice treated with fluoxetine (20 mg/kg/d) compared to saline control **(B)** and FA supplementation (24 mg/kg FA diet) compared to control (4 mg/kg FA diet) **(C)**. The y-axis denotes the names and total number of genes in each pathway, and the lower x-axis denotes the percentage of significant genes within each pathway. The upper x-axis denotes the −log_10_ *p*-value. Light gray bars indicate upregulated DEGs and dark gray bars indicate downregulated DEGs within each pathway.

## 4 Discussion

Mammary 5HT signaling regulates PTHrP synthesis and calcium signaling during lactation (Hernandez et al., 2012a; Laporta et al., 2014a). In *Tph1*-KO mice, the methylation status of the sonic hedgehog (SHH) promoters in the mammary gland were altered compared to wildtypes, which was rescued by treatment with the 5HT precursor, 5HTP (Laporta et al., 2014b). Furthermore, peripartal fluoxetine treatment resulted in hypomethylation of the PTHrP promoter in the mammary gland (Weaver et al., 2018). Therefore, we sought to investigate the transcriptome changes in the mammary gland during peak lactation with fluoxetine treatment and further determine whether supplementation with a known methyl donor, FA, would mitigate the fluoxetine-induced signaling.

SSRIs bind to SERT, which is located both centrally and peripherally, increasing the exposure of the neuron or peripheral tissue to 5HT. Consistent with this, fluoxetine increased mammary 5HT concentrations while decreasing circulating 5HT. Platelets, which transport 5HT in the circulation, lack the tryptophan hydroxylase enzyme required for *de novo* 5HT synthesis, and therefore can only acquire 5HT through SERT (Mercado and Kilic, 2010). Thus, treatment with an SSRI reduces blood 5HT concentrations, which is in congruence with previous studies by our lab and others (Weaver et al., 2018; Holck et al., 2019).

Although SSRIs like fluoxetine inhibit SERT, fluoxetine enriched pathways in the mammary gland involved in dopamine synthesis and metabolism such as *dopa decarboxylase*, which also decarboxylates 5HTP to produce 5HT, and *tyrosine 3-monooxygenase*. Furthermore, the *sympathetic nervous system development* GO pathway was upregulated by fluoxetine treatment. Fluoxetine increases norepinephrine and dopamine in addition to 5HT in the prefrontal cortex of rats (Bymaster et al., 2002). Plasma dopamine concentrations are largely attributed to sympathetic nerves, which release the dopamine precursor and noradrenaline (Goldstein and Holmes, 2008), and fluoxetine can modulate the sympathetic nervous system during hypoglycemia in healthy adults (Briscoe et al., 2008). Thus, fluoxetine increases in dopamine signaling during lactation warrants future research regarding the interaction between 5HT and dopamine during pregnancy and lactation.

SSRIs alter both central and peripheral 5HT concentrations, and 5HT is vital in calcium homeostasis during lactation (Laporta et al., 2014a). Herein, fluoxetine increased circulating calcium concentrations and enriched multiple pathways in the mammary gland related to calcium signaling. Intricate calcium trafficking in the mammary gland, including calcium channels, receptors, binding proteins, pumps, transporters and hormones, ensures calcium is delivered to the neonate via milk (Grinman et al., 2020). One such model of calcium transfer, termed CALTRANS, occurs via the calcium release-activated calcium channel protein 1 (ORAI1) transporter, and potentially the transient receptor potential cation channels (TRPV) channels, moving calcium from the blood into the mammary epithelial cell (Cross et al., 1995). Calcium can then be sequestered into the endoplasmic reticulum via the sarco/endoplasmic reticulum calcium ATPase (SERCA2) transporter and subsequently released from the endoplasmic reticulum through 1,4,5 inositol triphosphate (IP_3_) binding to the IP_3_ receptor. 

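Of the TRPV channels, *Trpv2*, *Trpv4* and *Trpv6* passed the filter on low counts, and their list had 2 of 3 genes higher, median log2 fold change 0.58, direction up, adjusted p = 0.294 by fry. The log2 fold changes for fluoxetine were -0.028 for *Trpv2*, 0.58 for *Trpv4* and 0.75 for *Trpv6*. The sign of *Trpv2* changed in 10 of 31 fits with 1 dam left out. That of *Trpv4* was 0.37 without dam 9 of breeder diet + fluoxetine. On the breeder diet alone, and with every gene tested that had at least 1 count, the direction of this list was down. The list of the 3 SERCA pumps pointed down (1 of 3 genes higher, median log2 fold change -0.25, direction down, adjusted p = 0.107). It pointed down with any 1 dam left out, and passed an FDR of 10% without dam 4 or 10 of breeder diet + saline, dam 7 of breeder diet + fluoxetine, dam 11 of FA diet + saline, or dam 2, 3 or 4 of FA diet + fluoxetine. *Atp2a2* (ENSMUSG00000029467, chromosome 5 from 122591575 to 122640903) had 38.0 ± 8.59 CPM (SD, n = 16) under saline and 30.9 ± 6.13 CPM (SD, n = 15) under fluoxetine, a log2 fold change of -0.29 (standard error 0.106, 0.0299 adjusted over the list alone, adjusted p = 0.406 over all genes by edgeR). Over the list alone it passed 0.05 in 24 of 31 fits with 1 dam left out. It did not pass without dam 3, 11 or 12 of breeder diet + saline, dam 1 or 12 of FA diet + fluoxetine, or dam 4 or 11 of FA diet + saline, where it reached at most 0.0695. *Atp2a1*, a muscle pump, changed by -0.25 (standard error 1.11) and *Atp2a3* by 0.22 (standard error 0.236). *Atp2a1* had 707 CPM in dam 5 of breeder diet + fluoxetine, where the summed skeletal muscle transcripts were highest, at 6269.8 CPM. It had 0 CPM in dam 3 of FA diet + fluoxetine, where they were lowest, at 0.664 CPM. This member of the list therefore follows muscle in the sample. With 1 dam left out, *Atp2a1* ranged from -1.48 without dam 5 of breeder diet + fluoxetine to 0.20 without dam 4 of FA diet + saline, with 0.099 without dam 11 of breeder diet + saline, and *Atp2a3* fell to 0.044 without dam 9 of breeder diet + fluoxetine. Their signs were opposite on the breeder diet alone for *Atp2a1* and with limma voom, chosen after seeing the data, for *Atp2a3*. The channel gene *Orai1* (ENSMUSG00000049686, chromosome 5 from 123153043 to 123168535) had a log2 fold change of -0.060 (standard error 0.157, adjusted p = 0.934), and 0.0093 without dam 3 of FA diet + fluoxetine. *Atp2b2* (ENSMUSG00000030302, chromosome 6 from 113720766 to 114021022), which encodes PMCA2, changed by -0.16 (standard error 0.209, adjusted p = 0.830), or by -0.084 without dam 3 of FA diet + fluoxetine.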

In the present study, multiple pathways involved in CALTRANS were upregulated (e.g., *TRPV* *cation channels*, *SERCA*, and *IP*_*3*_ *binding*). Calcium is then transported into milk following binding to milk proteins or directly through the PMCA2 transporter, which is aided by calcium binding proteins such as calbindin and calmodulin (Cross et al., 1995). Fluoxetine upregulated multiple pathways involved in intracellular calcium transportation during lactation (e.g., *calcium-binding proteins* and *calbindins*). These upregulated calcium flux pathways, combined with the increased circulating calcium with fluoxetine treatment, could theoretically increase milk calcium concentrations and should be examined in future studies.

Mammary-derived PTHrP regulates calcium homeostasis during lactation in part through 5HT signaling (VanHouten et al., 2004; Hernandez et al., 2012a). Fluoxetine upregulated the *parathyroid hormone* pathway in the mammary gland, as well as *cyclic AMP* pathway. 

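The gene that the annotation lists as *Pth1r* lies on chromosome 9 from 110550767 to 110576259 of GRCm39. Its expression was 0.862 ± 0.451 CPM (SD, n = 16) under saline and 1.95 ± 2.14 CPM (SD, n = 15) under fluoxetine. The log2 fold change was 1.15 (standard error 0.380), with an edgeR p of 0.00917 adjusted over the list of 2 parathyroid genes alone and 0.357 over all genes tested. Without dam 3 of FA diet + fluoxetine it was 0.72, and 0.0632 over the list alone.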

The *Pthr1* gene was upregulated within the *cyclic AMP* pathway. PTHrP can stimulate cyclic AMP (cAMP) production in mammary epithelial cells, suggesting that PTHrP not only has endocrine functions to liberate calcium from bone, but also has autocrine/paracrine functions in the mammary gland through binding to mammary PTHR1 (Ferrari et al., 1993). In the present study, fluoxetine upregulated the *transglutaminases* pathway, suggesting regulation of serotonylation. 

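Of the transglutaminase genes, *Tgm1*, *Tgm2*, *Tgm4* and *F13a1* passed the filter on low counts. Of these, 3 were higher under fluoxetine (median log2 fold change 0.17), while fry pointed down (adjusted p = 0.909). The direction of the test was reversed by the filter at 1 CPM, on the breeder diet alone and without dam 13 of breeder diet + fluoxetine or dam 10 of FA diet + fluoxetine. The list had 2 of 4 genes higher, a median of -0.033 and the direction down without dam 3 of FA diet + fluoxetine.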

During serotonylation, 5HT is covalently linked to a target protein, often small G-proteins, through the calcium-dependent enzyme transglutaminase (Muma and Mi, 2015). Recently, we demonstrated that transglutaminase-dependent protein serotonylation is an important intermediate step in PTHrP induction *in vitro* in mammary epithelial cells treated with fluoxetine or 5HTP (Sheftel and Hernandez, 2020), but further investigation is required to determine the identity of the modified proteins and how modifying the serotonylation substrate(s) with SSRIs ultimately influences calcium metabolism.

During lactation, the mammary gland is a lipid-metabolizing organ, producing free fatty acids for milk synthesis (Suburu et al., 2014). The most altered gene by fluoxetine treatment was *Elovl6*, which is involved in the elongation of fatty acids as well as energy metabolism. Additionally, fatty acid and lipid metabolism pathways were some of the most numerous fluoxetine-enriched pathways in all analyses. In the Fatty acid homeostasis pathway, there were 3 upregulated genes (*Dgat1, Dgat2*, and *Pold1*). 

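*Dgat1* (ENSMUSG00000022555, chromosome 15 from 76385083 to 76396476) had 42.4 ± 6.22 CPM (SD, n = 16) under saline and 53.8 ± 10.1 CPM (SD, n = 15) under fluoxetine. Its log2 fold change was 0.35 (standard error 0.0948, adjusted p = 0.277 by edgeR's quasi-likelihood test). *Dgat2* (ENSMUSG00000030747, chromosome 7 from 98802491 to 98831991) rose from 9.84 ± 4.08 to 16.9 ± 10.9 CPM, a log2 fold change of 0.79 (standard error 0.276, adjusted p = 0.390). *Pold1* (ENSMUSG00000038644, chromosome 7 from 44182168 to 44198349) rose from 2.26 ± 1.06 to 3.48 ± 1.47 CPM, a log2 fold change of 0.59 (standard error 0.216, adjusted p = 0.406). All 3 genes were among those with an unadjusted p of 0.01 or below.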

*Dgat1* and *Dgat2* are diacylglycerol O-acyltransferases, which are involved in the conversion of diacylglycerol (DAG) to triacylglycerol (TAG) (Cases et al., 1998). The onset of lactation results in significant upregulation of lipid synthesis genes, resulting in milk containing 30% lipid content as TAGs (Rudolph et al., 2007). A previous transcriptomic study by our lab demonstrated that 5HT-depletion in *Tph1*-KO mice downregulated genes involved in lipid metabolism (Cheng et al., 2020). Both studies together demonstrate the impact of 5HT on lipid metabolism during lactation. Future studies should be directed towards elucidating role of SSRIs in milk fat synthesis.

The mammary fat pad, a mix of adipose and connective tissue, is essential for mammary epithelium development but also undergoes remodeling during the peripartum period. Activation of the 5HT receptor 2A is necessary for the early adipocyte differentiation process, and mediates expression of adipogenic genes such as peroxisome proliferator-activator receptor γ (*Ppar-*γ) (Yu et al., 2021). Fluoxetine increased *PPAR-γ* and *adipogenesis* pathways. In addition, fluoxetine downregulated the *Jazf1* gene, a co-repressor, linked to glucose and lipid metabolism, which reduces PPAR-γ expression in adipocytes (Ming et al., 2014). 

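*Pparg* (ENSMUSG00000000440, chromosome 6 from 115337675 to 115468268) had 3.49 ± 0.799 CPM (SD, n = 16) under saline and 3.92 ± 1.84 CPM (SD, n = 15) under fluoxetine. The log2 fold change was 0.16 (standard error 0.179, adjusted p = 0.801 by edgeR's quasi-likelihood test), and -0.036 by limma voom, chosen after seeing the data. By edgeR's test it was 0.0061 without dam 3 of FA diet + fluoxetine. The list of adipocyte genes had 8 of 11 genes higher, median log2 fold change 0.079, direction up, adjusted p = 0.931 by fry. Its direction changed in 6 of 31 fits with 1 dam left out, and without dam 3 of FA diet + fluoxetine it had 4 of 11 genes higher, a median of -0.15 and the direction down.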

5HT metabolites can act as endogenous agonists for PPAR-γ to regulate adipogenesis (Watanabe et al., 2011). Increased adipogenesis is associated with obesity and mice fed a high fat diet display an obese phenotype in the mammary gland with increased adipocytes (Hernandez et al., 2012b). This phenotype can be alleviated with 5HT-deficiency (Weaver et al., 2016), suggesting 5HT may modulate the effects of obesity. Prepartum obesity can delay the onset of lactation (Flint et al., 2005), which can be a barrier to breastfeeding. In addition, fluoxetine has been shown to delay lactogenesis as well as accelerate mammary gland involution (Marshall et al., 2010). Together, these data raise questions about the impact of peripartal fluoxetine use on successful lactation.

Fluoxetine enriched pro-lactation pathways and potential anti-lactation pathways. 5HT has biphasic actions on mammary gland tight junctions that are concentration and time-dependent (Pai and Horseman, 2008). Due to the numerous 5HT receptors that exist, this allows for complex physiological effects of 5HT on a multitude of potential pathways in various tissues (Nichols and Nichols, 2008). 

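*Tjp1* (ENSMUSG00000030516, chromosome 7 from 64945898 to 65177529) had a log2 fold change for fluoxetine of 0.031 (standard error 0.0940, adjusted p = 0.948 by edgeR's quasi-likelihood test), and was negative without dam 6 (-0.0072) or dam 8 (-0.010) of breeder diet + fluoxetine. In the tight junction list, 3 of 4 genes were higher (median log2 fold change 0.068), while fry pointed down (adjusted p = 0.909), and up without dam 12 of breeder diet + saline, dam 5 of breeder diet + fluoxetine, or dam 1 or 5 of FA diet + saline. *Lalba*, a gene of the milk protein list, changed by -0.20 with fluoxetine (standard error 0.183, adjusted p = 0.743).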

In the present study, *milk protein* pathway and tight junction pathways (*zonula occludens-1 protein*, *zonula occludens-2 protein*) were upregulated by fluoxetine, suggesting that milk production pathways are not being limited in the mammary glands of fluoxetine-treated dams. 

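*Igf1* (ENSMUSG00000020053, chromosome 10 from 87693642 to 87772904) had 15.0 ± 6.48 CPM (SD, n = 16) under saline and 15.3 ± 9.74 CPM (SD, n = 15) under fluoxetine. On the breeder diet it was 12.9 ± 5.51 CPM (SD, n = 8) under saline and 20.2 ± 7.95 CPM (SD, n = 7) under fluoxetine, a log2 fold change of 0.64, and on the FA diet 17.0 ± 7.09 CPM (SD, n = 8) and 11.1 ± 9.56 CPM (SD, n = 8). The interaction was -1.25 on the log2 scale (standard error 0.541, adjusted p = 0.977). Averaged over both diets, the difference was 0.015 on the log2 scale (standard error 0.270, adjusted p = 0.993 by edgeR's quasi-likelihood test), with a negative sign in the additive model and in 11 of 31 fits with 1 dam left out. In the IGF list, 5 of 9 genes were higher and the median log2 fold change was 0.012, while fry pointed down (adjusted p = 0.596). Leaving out dam 3 of FA diet + fluoxetine gave 0 of 9 genes higher, a median of -0.17 and an adjusted p of 0.0726 by fry. For FA, the IGF list had 6 of 9 genes higher, median log2 fold change 0.26, direction up, adjusted p = 0.931, and 4 of 9 genes higher, a median of -0.063 and the direction up without dam 3 of FA diet + fluoxetine. There, *Igfbp2* (ENSMUSG00000039323, chromosome 1 from 72863606 to 72891634) rose by 0.62 on the log2 scale (standard error 0.186, 0.0203 adjusted over the list alone, or 0.0524 without dam 1 of FA diet + saline). It fell by 0.49 on the log2 scale with fluoxetine (adjusted p = 0.416).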

Further, fluoxetine also upregulated multiple IGF pathways, including *insulin-like growth factor I*, which can delay mammary gland involution (Neuenschwander et al., 1996). However, fluoxetine simultaneously upregulated *signal transducer and activator of transcription 3* (*Stat3*) pathway. 

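*Stat3* (ENSMUSG00000004040, chromosome 11 from 100775924 to 100830450) had 43.6 ± 14.1 CPM (SD, n = 16) under saline and 49.0 ± 17.5 CPM (SD, n = 15) under fluoxetine. The log2 fold change was 0.18 (standard error 0.153, adjusted p = 0.727 by edgeR's quasi-likelihood test), and 0.074 without dam 3 of FA diet + fluoxetine. For the list of STAT3 and involution genes, fluoxetine gave 6 of 13 genes higher, median log2 fold change -0.052, direction down, adjusted p = 0.986 by fry, and the direction changed in 16 of 31 fits with 1 dam left out.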

STAT3 is induced as mammary epithelial cells undergo involution (Clarkson and Watson, 2003). These results suggest that the timing of the initiation of SSRI treatment and the duration of SSRI treatment may have differential impacts on the mammary gland. Indeed, during mammary gland involution the primary molecular signature displayed is inflammation and the acute phase response (Clarkson and Watson, 2003). Fluoxetine upregulated proinflammatory mediator pathways such as *cellular response to cytokine stimulus, chemokine *pathways, *t helper cell (−1, −2, and −17) differentiation,* and the downstream *interleukin* pathways. 

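Of 17 cytokine and chemokine genes, 5 passed the filter on low counts. Of these, 3 were higher under fluoxetine (median log2 fold change 0.087), while fry pointed down (adjusted p = 0.636). Without dam 3 of FA diet + fluoxetine, the list had 1 of 5 genes higher, a median of -0.11 and the direction down, at an adjusted p of 0.140. Of the T cell genes, *Cd4* (log2 fold change 0.26, adjusted p = 0.921) and *Trbc2* (log2 fold change 0.0026, adjusted p = 1.000) passed it, by edgeR's test. The value of *Cd4* was -0.20 without dam 3 of FA diet + fluoxetine. For *Trbc2* the sign was negative under several alternatives, among them no filter and upper quartile normalization, and in 14 of 31 fits with 1 dam left out.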

Stimulation of mammary gland inflammation pathways by fluoxetine treatment should be further examined in peripartal women taking SSRIs as they may result in delayed onset of lactation and/or earlier weaning.

In addition to inflammation-mediated involution, 5HT is also involved in a variety of immunomodulatory functions including chemotaxis, cytokine secretion, and leukocyte activation (Arreola et al., 2015). Here, fluoxetine impacted numerous genes and pathways involved in immune system function, including SAA genes (*Saa1*, *Saa2*, and *Saa3*). 

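*Saa1* (ENSMUSG00000074115, chromosome 7 from 46389916 to 46392547) had 10.9 ± 26.2 CPM (SD, n = 16) under saline and 65.3 ± 119 CPM (SD, n = 15) under fluoxetine. Fluoxetine changed it by 2.94 on the log2 scale (standard error 0.908, 0.00636 adjusted over the acute-phase list alone, adjusted p = 0.325 over all genes by edgeR). Its highest values were 382 CPM in dam 13 of breeder diet + fluoxetine, 320 in dam 3 of FA diet + fluoxetine and 107 in dam 3 of FA diet + saline. These dams also had the lowest shares on the 20 most abundant genes (60.5, 39.3 and 70.1%). Whether the rise of *Saa1* goes with this was not tested. *Saa3* (ENSMUSG00000040026, chromosome 7 from 46361422 to 46365576) had 2.29 ± 3.99 and 10.6 ± 13.8 CPM, a log2 fold change of 2.23 (standard error 0.641, 0.00467 over the list alone, adjusted p = 0.303 over all genes). The value of *Saa2* over the list alone was 0.00636, and 0.0703 without dam 3 of FA diet + fluoxetine. Within diet, 10 of 15 fluoxetine-treated dams lay above the saline median for *Saa1* (on ranks, two-sided permutation test, p = 0.0633) and 12 of 15 for *Saa3* (permutation test, p = 0.0149). These genes are paralogs between which reads can be shared, and counting by htseq-count leaves out reads that it cannot assign to a single gene.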

SAA proteins are apolipoproteins associated with high density lipoprotein in the plasma and are part of the acute phase inflammation response that occurs upon macrophages releasing pro-inflammatory cytokines (Sipe et al., 1979; Coetzee et al., 1986). In a previous study, mice fed a high fat diet exhibited increased 5HT signaling and elevated inflammatory markers in the mammary gland, suggesting a role for 5HT on inflammation in high fat diet-induced obesity (Hernandez et al., 2012b).

Fluoxetine treatment upregulated pathways involving transcription, including *chromatin-mediated maintenance of transcription*. 

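For fluoxetine, the DNA methylation list had 6 of 13 genes higher, median log2 fold change -0.030, direction down, adjusted p = 0.6 by fry. The folate and one-carbon list had 9 of 21 genes higher, median log2 fold change -0.055, direction down, adjusted p = 0.294. The eIF2B list had 2 of 5 genes higher, median log2 fold change -0.097, direction down, adjusted p = 0.747, and the glycolysis list 7 of 16 genes higher, median log2 fold change -0.0065, direction down, adjusted p = 0.874. Leaving out dam 3 of FA diet + fluoxetine gave the eIF2B list 2 of 5 genes higher, a median of -0.028 and the direction up, and the glycolysis list 9 of 16 genes higher, a median of 0.020 and the direction down.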

We therefore sought to alter DNA methylation using a known DNA methyl donor, FA. Interestingly, FA supplementation did not result in any significantly altered gene after controlling for multiple testing, suggesting that any FA effects on the mammary gland may be more diffuse. We then performed gene-set analysis using a more liberal threshold (*p*-value < .01), which revealed insights as to how FA supplementation throughout the peripartal period may impact the mammary gland. Unsurprisingly, the most numerously enriched pathways involve transcriptional regulation (e.g., *positive regulation of gene expression, ATP-dependent chromatin remodeling, epigenesis*, and *negative regulation of gene expression*). Positive regulation of gene expression was downregulated while negative regulation of gene expression was upregulated, together suggesting decreased overall gene expression. Methylation of DNA cytosine bases results in a compaction of the chromatin and inaccessibility of transcription factors from binding to their regulatory elements, thereby reducing transcription (Attwood et al., 2002). As FA is a known methyl donor, these results suggest that FA supplementation may alter gene expression in the mammary gland, potentially through DNA methylation.

Similar to fluoxetine, FA supplementation enhanced both 5HT pathways (e.g., *serotonin* and *serotonin receptor* *5HT2A* and *5HT2C*) as well as dopamine pathways (e.g., *dopamine, dopamine receptor 1,* and *tyrosine 3—monooxygenase*). Despite upregulation 5HT pathways, mammary 5HT concentrations were reduced by FA supplementation and the effect of fluoxetine treatment combined with FA supplementation reduced mammary 5HT concentrations compared to fluoxetine treatment alone. However, 5HT receptor pathways were increased, which may have effects on specific 5HT receptor abundance with FA supplementation. There are 6 5HT receptor subtypes in the mammary gland, so it is possible that there may be compensatory expression of these 5HT receptors to maintain critical signaling pathways (Nichols and Nichols, 2008; Hernandez et al., 2009; Pai et al., 2009).

FA is needed during pregnancy for proper development of the brain and spinal cord in the developing infant and fortification of various foods in the 1990’s significantly reduced neural tube defects (Czeizel and Dudás, 1992; Honein et al., 2001; De Wals et al., 2007). Little is known regarding the effects of FA supplementation during lactation and the impact on the mammary gland in rodents and humans. 

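Of the claudin genes, 8 passed the filter on low counts, and for FA their list had 2 of 8 genes higher, median log2 fold change -0.046, direction down, adjusted p = 0.931 by fry. For fluoxetine it had 3 of 8 genes higher, median log2 fold change -0.085, direction down, adjusted p = 0.530. The tight junction genes had 1 of 4 genes higher, median log2 fold change -0.099, direction down, adjusted p = 0.931 for FA.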

In the present study, FA supplementation enriched lactation pathways (e.g., *positive regulation of apoptotic process involved in mammary gland involution, claudins*, and *lactalbumin*). Claudins are a family of proteins that are components of the tight junctions necessary for lactation (Kobayashi and Kumura, 2011). α-Lactalbumin is a milk protein that is critical for the synthesis of lactose, the major sugar in human breast milk that is critical for osmoregulation of milk (Lönnerdal and Lien, 2003). The upregulation of involution and downregulation of claudins pathway suggests that FA may have a critical role in mammary cell turnover, which maintains milk synthesis.

The mammary gland is a key organ for calcium flux during lactation, when calcium is drawn from bone stores and kidney resorption from urine to the mammary gland to supply milk calcium. Fluoxetine and FA both impacted calcium signaling pathways (e.g., *calcium signaling* and *calcium-binding proteins*). However, only the fluoxetine treatment increased circulating calcium levels in the dam. Notably, fluoxetine upregulated the *Pthr1* gene in multiple pathways including the parathyroid hormone pathway, but FA downregulated the *parathyroid hormone receptors* pathway, which could suggest a mitigating role for FA in fluoxetine treatment. The parathyroid hormone receptor pathway is not only important in the mammary gland and kidney, but it is also the receptor for PTHrP on the bone. As an exploratory analysis, we therefore examined genes and pathways in these mammary cells that are known to also be important in calcium flux in bone. Although we cannot definitively say that signaling in the bone will occur similarly to that in the mammary gland in response to fluoxetine and/or FA, we observed alterations in genes important for bone turnover. 

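The osteoclast list had 8 of 10 genes higher, median log2 fold change 0.097, direction up, adjusted p = 0.429 for fluoxetine by fry. Adjusted over the list alone, 1 of its 10 genes passed 0.05, against 0 over all genes. This was *Tcirg1* (ENSMUSG00000001750, chromosome 19 from 3946050 to 3957917), with 29.9 ± 8.07 CPM (SD, n = 16) under saline and 44.6 ± 15.7 CPM (SD, n = 15) under fluoxetine. The log2 difference was 0.57 (standard error 0.157, 0.00848 over the list alone, adjusted p = 0.277 over all genes by edgeR). In the osteoclast list, 2 genes stand in Supplementary Table S1, seen before, so the list is not fully independent of it. The GATA factors *Gata2* and *Gata3* were higher and made 1 of the 2 lists past an FDR of 10% (median log2 fold change 0.62, adjusted p = 0.0948). *Gata3* (ENSMUSG00000015619, chromosome 2 from 9861889 to 9894845) changed by 0.42 (standard error 0.139, 0.0101 over the list alone) and *Gata2* (ENSMUSG00000015053, chromosome 6 from 88170559 to 88184018) by 0.82 (standard error 0.403, 0.0486 over the list alone). With each dam left out in turn, the list passed in 11 of 31 fits, namely without dam 2, 4 or 10 of breeder diet + saline, dam 6, 7 or 13 of breeder diet + fluoxetine, dam 5 or 11 of FA diet + saline, or dam 2, 3 or 4 of FA diet + fluoxetine, with an adjusted p of up to 0.152 without dam 4 of FA diet + saline, and *Gata2* passed over the list alone in 15. The NFATC list had 3 of 4 genes higher, median log2 fold change 0.065, direction up, adjusted p = 0.908, and 2 of 4 genes higher, a median of -0.061 and the direction down without dam 3 of FA diet + fluoxetine.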

Fluoxetine altered multiple genes that resulted in bone pathways being enriched in the mammary gland. Multiple pathways involving differentiating hematopoietic precursors were altered, including *regulation of hematopoietic stem cell differentiation*, which is relevant in mammary cells for immunomodulatory functions. If these same genes/pathways were upregulated by fluoxetine in the bone, it is plausible that this could result in increased osteoclastogenesis, since osteoclasts are derived from hematopoietic stem cells (Yavropoulou and Yovos, 2008), supporting our previous results that peripartum fluoxetine use exacerbated maternal bone loss postweaning (Weaver et al., 2018). Together, these results warrant additional studies to determine the alterations in the transcriptome in the bone with fluoxetine and/or FA. Functional studies determining bone microarchitecture are needed to determine whether FA supplementation could mitigate the fluoxetine-mediated bone loss during lactation.

There are several limitations to this study that should be addressed in future studies, such as milk composition and bone microarchitecture with fluoxetine and/or FA supplementation. Additionally, histological examination using immunofluorescence should be used in future studies to determine how fluoxetine treatment impacts mammary involution since both pro-lactation and anti-lactation pathways were enriched. The mice used in this study are wildtype mice and therefore did not need SSRI treatment to ameliorate depressive symptoms. 5HT is unable to cross the blood brain barrier and there are two TPH enzymes depending on neuronal or peripheral location, together resulting in two distinct pools of 5HT: neuronal and peripheral (Walther et al., 2003). In the present study, we are examining how SSRI treatment alters the peripheral serotonergic system, particularly in the mammary gland, rather than neuronal 5HT. Therefore, this system would be altered independent of depressive symptoms.

## 5.Conclusion

In summary, peripartal treatment with an SSRI perturbs the peripheral serotonergic system, which is independent of neuronal 5HT, finding fluoxetine reduced circulating 5HT concentrations, increased circulating calcium concentrations, and increased mammary 5HT concentration. Fluoxetine altered genes and gene-sets (5HT and dopamine metabolism, calcium trafficking, lactation, lipid metabolism, and immune function) which revealed mechanisms impacted by peripartal SSRIs in the mammary gland. Notably, fluoxetine enriched pathways could positively or negatively impact lactation, raising questions on whether timing and duration of treatment may have differential effects on lactation success. FA supplementation did not significantly impact specific genes with or without the SSRI, contrary to our hypothesis that FA supplementation could reverse SSRI-induced altered DNA methylation and downstream transcriptional changes. However, FA supplementation did alter several pathways, such as milk protein production which could be beneficial to mothers already taking FA as a preventative for neural tube defects according to US guidelines (Honein et al., 2001). Future research should examine the impacts of FA supplementation on mammary gland-bone signaling during lactation to determine whether FA supplementation may reverse possible excessive bone loss due to lactation and/or SSRI treatments through diffuse pathway effects or downstream mechanisms rather than affecting individual genes.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Impact of Fluoxetine Treatment and Folic Acid Supplementation on the Mammary Gland Transcriptome During Peak Lactation
**Source:** Front Pharmacol. 2022 Feb 23;13:828735. doi: 10.3389/fphar.2022.828735
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data

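Supplementary Table S1 of the paper lists a log fold change, a p-value and a q-value per gene, where the q-value is the p-value adjusted over all genes tested. It holds 129 genes, of which 56 have a q-value of 0.1 or below, 47 of them with a positive and 9 with a negative log fold change. Its fold changes are on the symmetric scale, 0.5 of the difference between groups. They were set beside a likelihood ratio test without robust estimation on genes with more than 0.5 CPM in at least 7 libraries, a setting chosen after seeing the values. For the 38 genes with a q-value of their own, the sign was equal in 38. The other 91 genes share a q-value with at least 1 more gene, in 24 blocks. As listed, the sign was equal for 107 of 129 genes, and the Pearson r across genes was 0.624. With the values of each block paired by their p-value, the sign was equal for 129 of 129 genes.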

**Supplemental Table 1.** Differentially expressed genes (DEGs) with fluoxetine treatment (FDR ≤ 20%). Sorted most significant *q*-value to least significant.

**Supplemental Table 2.** Gene Ontology (GO) pathways enriched with fluoxetine treatment (FDR ≤ 5%). Sorted most significant to least significant using *p*-value. Abbreviations: Sig, significant; UP, upregulated; DOWN, downregulated

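The paper's tables of enriched terms give for each term its total genes, the significant genes among them, and how many of these were upregulated and downregulated. The paper's methods name Fisher's exact test for these terms, while the table titles give an FDR of 5% or below. The largest p-value in the paper's GO tables is 0.0474 for fluoxetine and 0.0498 for FA. By Benjamini-Hochberg adjustment, unadjusted values of this size meet that FDR only when at most 167 GO terms were tested for fluoxetine and 146 for FA. With the number of genes and of significant genes fitted, a test chosen after seeing the data, Fisher's test without adjustment came within 5% of the listed value for 158 of 159 GO terms for fluoxetine and 146 of 146 for FA. Its Benjamini-Hochberg values, with 1 to 20 times the listed terms taken as tested, did so for 14 and 70. The listed values therefore follow the test without adjustment.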

**Supplemental Table 3.** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched with fluoxetine treatment (FDR ≤ 5%). Sorted most significant to least significant using *p*-value. Abbreviations: Sig, significant; UP, upregulated; DOWN, downregulated

| **Term** | **Total genes** | **Sig. genes** | **# UP** | **# DOWN** | ***p* – value** |
| --- | --- | --- | --- | --- | --- |
| mmu04972 Pancreatic secretion | 57 | 7 | 5 | 2 | 0.000957 |
| mmu04728 Dopaminergic synapse | 95 | 9 | 6 | 3 | 0.001248 |
| mmu04658 Th1 and Th2 cell differentiation | 62 | 7 | 6 | 1 | 0.001585 |
| mmu00280 Valine, leucine and isoleucine degradation | 46 | 6 | 2 | 4 | 0.00162 |
| mmu04924 Renin secretion | 55 | 6 | 4 | 2 | 0.00408 |
| mmu04974 Protein digestion and absorption | 55 | 6 | 5 | 1 | 0.00408 |
| mmu04657 IL-17 signaling pathway | 59 | 6 | 5 | 1 | 0.005788 |
| mmu04380 Osteoclast differentiation | 100 | 8 | 6 | 2 | 0.006609 |
| mmu04022 cGMP-PKG signaling pathway | 123 | 9 | 5 | 4 | 0.007222 |
| mmu04960 Aldosterone-regulated sodium reabsorption | 31 | 4 | 2 | 2 | 0.010343 |
| mmu04724 Glutamatergic synapse | 68 | 6 | 2 | 4 | 0.011458 |
| mmu04261 Adrenergic signaling in cardiomyocytes | 111 | 8 | 6 | 2 | 0.012135 |
| mmu04720 Long-term potentiation | 53 | 5 | 2 | 3 | 0.01572 |
| mmu04270 Vascular smooth muscle contraction | 94 | 7 | 2 | 5 | 0.015743 |
| mmu04750 Inflammatory mediator regulation of TRP channels | 73 | 6 | 4 | 2 | 0.015912 |
| mmu04975 Fat digestion and absorption | 20 | 3 | 3 | 0 | 0.017341 |
| mmu04659 Th17 cell differentiation | 75 | 6 | 5 | 1 | 0.017989 |
| mmu04970 Salivary secretion | 55 | 5 | 3 | 2 | 0.018231 |
| mmu04611 Platelet activation | 97 | 7 | 5 | 2 | 0.018443 |
| mmu04114 Oocyte meiosis | 100 | 7 | 4 | 3 | 0.021453 |
| mmu04660 T cell receptor signaling pathway | 79 | 6 | 5 | 1 | 0.022688 |
| mmu04218 Cellular senescence | 150 | 9 | 6 | 3 | 0.024173 |
| mmu04625 C-type lectin receptor signaling pathway | 84 | 6 | 5 | 1 | 0.029644 |
| mmu04371 Apelin signaling pathway | 109 | 7 | 4 | 3 | 0.032504 |
| mmu00561 Glycerolipid metabolism | 44 | 4 | 3 | 1 | 0.033784 |
| mmu04927 Cortisol synthesis and secretion | 46 | 4 | 3 | 1 | 0.038922 |
| mmu04723 Retrograde endocannabinoid signaling | 91 | 6 | 4 | 2 | 0.041543 |
| mmu00640 Propanoate metabolism | 28 | 3 | 1 | 2 | 0.042389 |
| mmu04925 Aldosterone synthesis and secretion | 71 | 5 | 4 | 1 | 0.04799 |
| mmu00140 Steroid hormone biosynthesis | 13 | 2 | 2 | 0 | 0.049756 |

**Supplemental Table 4.** Medical Subject Headings (MeSH) pathways enriched with fluoxetine treatment (FDR ≤ 5%). Sorted most significant to least significant using *p*-value. Abbreviations: Sig, significant; UP, upregulated; DOWN, downregulated

**Supplemental Table 5.** Gene Ontology (GO) pathways enriched with folic acid supplementation (FDR ≤ 5%). Sorted most significant to least significant using *p*-value. Abbreviations: Sig, significant; UP, upregulated; DOWN, downregulated

**Supplemental Table 6.** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched with folic acid supplementation (FDR ≤ 5%). Sorted most significant to least significant using *p*-value. Abbreviations: Sig, significant; UP, upregulated; DOWN, downregulated

| **Term** | **Total genes** | **Sig. genes** | **# UP** | **# DOWN** | ***p* – value** |
| --- | --- | --- | --- | --- | --- |
| mmu04740 Olfactory transduction | 30 | 2 | 0 | 2 | 0.033712 |
| mmu00430 Taurine and hypotaurine metabolism | 5 | 1 | 1 | 0 | 0.047591 |

**Supplemental Table 7.** Medical Subject Headings (MeSH) pathways enriched with folic acid supplementation (FDR ≤ 5%). Sorted most significant to least significant using *p*-value. Abbreviations: Sig, significant; UP, upregulated; DOWN, downregulated

How the deposited data were processed for this re-analysis (not part of the article)

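Mammary gland RNA of 31 mice on lactation day 10 was measured, 8 with breeder diet + saline, 7 with breeder diet + fluoxetine, 8 with FA diet + saline and 8 with FA diet + fluoxetine by the sample labels. The authors sequenced polyadenylated RNA in paired ends on a NovaSeq, 1 library per mouse. They trimmed the reads with Trim Galore, mapped them to GRCm39 with Hisat2 and counted them per gene with htseq-count in the mode intersection-nonempty. The paper's text does not name the release of the gene annotation or the strand option. The values are raw whole-number counts per Ensembl gene, without normalization. Symbols and positions come from the GENCODE vM39 annotation of GRCm39, which holds all but 667 of these genes. The serum and mammary serotonin and calcium measurements of the paper were not analysed here.

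The counts were analysed in R 4.3.3. In edgeR 4.0.16, genes were filtered with filterByExpr by group, which removed 41017 genes and left 14362, and libraries were normalized with TMM. A model with the 4 groups was fitted with robust dispersion estimates, and fluoxetine, FA and their interaction were tested as contrasts of it with the quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with the paper's FDR of 10%. Standard errors were derived from the log2 fold change and the F statistic of the test. Genes with an unadjusted p of 0.01 or below were counted as well, since the paper's term analysis starts from them. That analysis was not repeated, since the gene sets of the databases were not used here. In its place, 38 gene lists were tested with fry of limma 3.58.1 on log2 CPM with voom weights, and 35 of them had at least 2 genes past the filter. CPM values are normalized by TMM, and log2 CPM carry a prior count of 2.

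Total counts per mouse lay between 15412542 and 36000439. The common dispersion was 0.169, so the spread between mice and not the depth sets the precision for all but rare genes. Libraries of a group differed from each other by far more than counting error (lowest chi-square per degree of freedom 15.8), so each library was counted as 1 mouse. Mice with the same animal number in different groups were not paired by the paper, and the main model has no block.

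The groups, tests, lists, alternatives and the rule for naming genes were set before the data were examined, although the values of the paper's Supplementary Table S1 had been seen. Named are the genes that the paper names as measured or that its pathways turn on, genes past the FDR for fluoxetine, the 3 genes of smallest p for FA and for the interaction, genes of a list with a p of 0.05 or below when adjusted over the list alone, the 5 genes with the most counts, and the members of lists with 3 or fewer genes past the filter. Some genes that this rule names are not reported here. Alternatives were the likelihood ratio test of the paper, DESeq2 1.42.0, no filter, a filter at 1 CPM in at least 7 libraries, RLE and upper quartile normalization, leaving out the 20 most abundant genes, an additive model, the effect within the reference level of the other factor, no robust estimation, a block on the animal number, and each mouse left out in turn. For the lists, camera with an estimated and with a preset correlation were added to these. A likelihood ratio test without robust estimation, the same with a filter at 0.5 CPM, and limma voom with sample quality weights were chosen after seeing the data. Leaving out each mouse in turn was set in advance for the counts of genes, *Elovl6*, *Saa2* and *Jazf1*, and was extended to the other named genes and to the lists after seeing the data. Ranks of single genes within diet were tested by permutation with 100000 resamples, and group labels were permuted in 100 splits.

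The tests were also tested on simulated data of the same design, with 14089 genes, of which 200 carried a log2 change of 1. The quasi-likelihood test recovered 74% of them with 7.5% false calls, the likelihood ratio test 76.5% with 11.6%, and DESeq2 76% with 12.6%. These values come from 1 simulated data set. Its genes were drawn independently of each other, and no library stood out in composition. The rates therefore need not hold for the real counts. There, the likelihood ratio test called 143 genes in the permuted split with the most calls.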

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

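The tests of the third dam of FA diet + fluoxetine were chosen only after the result was seen.

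Values of depth and composition and of 11 genes were compared between the dams of each group. In 12 of 60 such comparisons, a single dam lay far from the others, by Dixon's 95% limit. Chance gives about 1 in 20, or 3 of 60. The TMM factor was 1.20 for dam 11 of breeder diet + saline (others 0.952 to 1.06), 1.57 for dam 13 of breeder diet + fluoxetine (others 0.819 to 1.07) and 3.04 for dam 3 of FA diet + fluoxetine (others 0.850 to 1.19). The 20 most abundant genes held 60.5% of the counts of dam 13 of breeder diet + fluoxetine (others 74.9 to 79.0%), 70.1% of dam 3 of FA diet + saline (others 77.7 to 81.0%) and 39.3% of dam 3 of FA diet + fluoxetine (others 72.6 to 78.9%). Milk protein genes held 49.8% in dam 13 of breeder diet + fluoxetine (others 62.7 to 70.8%) and 17.7% in dam 3 of FA diet + fluoxetine (others 63.7 to 70.2%). A low share of abundant milk transcripts raises the TMM factor, so these values are not independent of each other.

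For dam 3 of FA diet + fluoxetine, the tables argue against several explanations as the whole cause. Its total count of 18919573 lies within the range of the other libraries, which argues against library size. A lower share of milk-producing cells alone would raise the genes of every other cell type alike. Set against the other dams of its group, the fibroblast list was higher by 3.36 in mean log2 CPM, the macrophage list by 2.48, the adipocyte list by 1.39 and the endothelial list by 0.44. The fibroblast and endothelial lists moved apart by 2.92, beyond the spread between dams. The T cell list was higher by 1.76, the neutrophil list by 0.94, the myoepithelial list by 0.25 and the B and plasma cell list by 0.20, and the erythroid list differed by -0.92. The luminal list differed by -0.0082, the milk protein list by -3.44 and the skeletal muscle list by -5.07. Fluoxetine on the FA diet as such is argued against by the other dams of the group, of which the lowest had 72.6% on the 20 most abundant genes. All genes of the fibroblast list passed the filter in this tissue, and the mean of the list was 6.70 log2 CPM in this dam against at most 4.92 in any other library. A sample with more stroma, a gland with less milk synthesis and a wrong label stay open, and none of them was tested.

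For dam 13 of breeder diet + fluoxetine, dam 3 of FA diet + saline and dam 11 of breeder diet + saline, no technical or biological explanation was tested. The labels name no batch.

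On the log2 CPM scale, *Saa3* was -2.81 in dam 3 of breeder diet + saline (others -0.37 to 1.47) and -1.27 in dam 5 of FA diet + fluoxetine (others 1.71 to 4.08). *Jazf1* was -3.52 in dam 9 of breeder diet + fluoxetine (others -1.54 to -0.69) and -1.61 in dam 10 of FA diet + saline (others -0.72 to -0.16). *Jazf1* had 315 counts over all dams, so a difference of a few counts moves a dam far on this scale. No biological explanation was tested for these values.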

How the results depend on the processing

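The tests chosen only after the result was seen were the likelihood ratio test without robust estimation, with all dams and with each left out, the same with a filter at 0.5 CPM, limma voom with sample quality weights, each dam left out for the lists and for genes other than *Elovl6*, *Saa2* and *Jazf1*, and the permutation of animal numbers.

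Against 3 DEGs for fluoxetine by edgeR's quasi-likelihood test, the count was 45 by the likelihood ratio test, 70 by DESeq2, 1 without a filter, where more genes are tested, and 0 on the breeder diet alone, where fewer dams are compared. It was 58 by the likelihood ratio test without robust estimation, 56 with the 0.5 CPM filter as well, and 48 by limma voom. The split into higher and lower was 1 and 2 by the quasi-likelihood test, 37 and 8 by the likelihood ratio test, 53 and 17 by DESeq2 and 27 and 21 by limma voom. The same 3 genes were called under the 1 CPM filter, RLE, upper quartile, the additive model, no robust estimation and without the 20 most abundant genes. For FA and the interaction, the count was 0 under each alternative with all dams. The count of fluoxetine genes at an unadjusted p of 0.01 or below, 349, was 1063 without a filter, 98 on the breeder diet alone and 594 by limma voom. For FA, against 120 genes, it was 875 without a filter and 308 by limma voom. For the interaction, against 78, it was 121 by DESeq2, 708 without a filter, 119 by the likelihood ratio test without robust estimation, 119 with the 0.5 CPM filter as well and 166 by limma voom. Apart from the numbers of genes and dams tested, the cause was not tested.

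With each dam left out in turn, the count of fluoxetine DEGs ranged from 0 without dam 8 of breeder diet + fluoxetine to 19 without dam 4 of breeder diet + saline. It was 1 without dam 2 of FA diet + saline, 5 without dam 3 of FA diet + saline or dam 3 of breeder diet + saline, 7 without dam 10 and 11 without dam 2 of FA diet + fluoxetine, and 16 without dam 7 of breeder diet + fluoxetine. Counts at an unadjusted p of 0.01 or below ranged from 219 without dam 9 of breeder diet + fluoxetine to 552 without dam 2 of FA diet + fluoxetine for fluoxetine, from 88 without dam 12 of breeder diet + saline to 243 without dam 3 of FA diet + fluoxetine for FA and from 51 without dam 10 of breeder diet + saline to 137 without dam 5 of FA diet + saline for the interaction. By the likelihood ratio test without robust estimation, the fluoxetine count ranged from 26 without dam 12 of breeder diet + saline to 138 without dam 2 of FA diet + fluoxetine. FA and interaction DEGs by the quasi-likelihood test stayed at 0 in all 31 fits. *Elovl6* lost its call without dam 8 of breeder diet + fluoxetine, with a log2 fold change of 0.89 and an adjusted p of 0.107. Without dam 3 of FA diet + fluoxetine, 28 of 60 named genes moved by over 1.5 times for fluoxetine or lost a call over their list alone, and 9 of these changed sign. The numbers for FA were 35 and 11. Without any other single dam, at most 16 genes moved for fluoxetine and 28 for FA. The cause was not tested.

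Of the gene lists, 2 passed an FDR of 10% for fluoxetine by fry. The number was 1 without a filter, 0 with the 1 CPM filter and 0 on the breeder diet alone. It was 4 with RLE, 4 with upper quartile and 5 without the 20 most abundant genes. With each dam left out in turn it ran from 0 to 7, the GATA factor list passing in 11 and the neutrophil list in 10 of 31 fits. Camera gave 0 lists with an estimated and 5 with a preset correlation. Among the 12 lists of cell types and tissue make-up, 1 passed by fry, 0 without a filter, 0 with the 1 CPM filter, 0 on the breeder diet alone, and 0 or 3 by camera with an estimated or preset correlation. For FA, camera with a preset correlation called 3 lists, 3 of them of cell types, against 0 by fry. For the interaction it called 6 lists, 2 of them of cell types and tissue make-up, against 0 by fry. The cause was not tested.

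Of the values of single genes under the alternatives, 1022 kept their direction and side of the threshold, 36 newly passed it, 9 lost it and 37 changed direction. For lists these numbers were 613, 17, 8 and 54. None of the genes or lists that changed direction had passed an FDR of 10%, apart from the neutrophil list. Values in brackets are log2 fold changes of genes and unadjusted p-values of fry for lists, each with the direction opposite to that given elsewhere.

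Without a filter, the direction changed for lists for fluoxetine (B and plasma cell 0.722, luminal 0.908, neutrophil 0.530, osteoclast 0.941, 5HT and dopamine synthesis 0.779 and TRPV 0.186), lists for FA (neutrophil 0.533, T cell 0.684, folate and one-carbon 0.724, G alpha subunit 0.887, glycolysis 0.837, parathyroid 0.0851, STAT3 and involution 0.933 and TRPV 0.141) and log2 fold changes for fluoxetine (*Mllt6* -0.0041 and *Trbc2* -0.0051). With the 1 CPM filter, the direction changed for the list for fluoxetine (transglutaminase 0.963) and the list for FA (transglutaminase 0.904). With DESeq2, the direction changed for the log2 fold change for fluoxetine (*Tph1* -0.16). With RLE normalization, the direction changed for the list for fluoxetine (luminal 0.985). With upper quartile normalization, the direction changed for the list for fluoxetine (luminal 0.972) and the log2 fold change for fluoxetine (*Trbc2* -6.6e-04). The cause was not tested.

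Without the 20 most abundant genes, the direction changed for the list for fluoxetine (luminal 0.993) and the list for FA (folate and one-carbon 0.995). In the additive model, the direction changed for the list for fluoxetine (STAT3 and involution 0.937), the list for FA (GATA factor 0.890) and the log2 fold change for fluoxetine (*Igf1* -0.0035). Within the reference level of the other factor, the direction changed for lists for fluoxetine (eIF2B 0.440, glycolysis 0.534, milk lipid synthesis 0.527, NFATC 0.954, tight junction 0.875, transglutaminase 0.448 and TRPV 0.962), lists for FA (luminal 0.477, T cell 0.875, claudin 0.989, milk lipid synthesis 0.473, milk protein 0.546, NFATC 0.818, osteoclast 0.167, STAT3 and involution 0.930, transglutaminase 0.530 and TRPV 0.242), log2 fold changes for fluoxetine (*Tph1* -0.19, *Pthlh* 0.29, *Lfng* 0.028, *Mllt6* -0.50, *Gm15542* 0.41, *Eif2b3* 0.018, *Wap* 0.032, *Itpr3* -0.015, *Atp2a1* 0.66, *Drd4* 0.23 and *Trbc2* -0.44) and log2 fold changes for FA (*Pth1r* -0.060 and *Pthlh* 0.31). By the likelihood ratio test without robust estimation, the direction changed for the log2 fold change for fluoxetine (*Trbc2* -1.6e-05). By limma voom, the direction changed for log2 fold changes for fluoxetine (*Tph1* -0.038, *Pparg* -0.036, *Igf1* -0.18, *Orai1* 0.0097, *Mllt6* -0.024, *Atp2a3* -0.0054, *Htr1d* -0.31, *Cd4* -0.19 and *Trbc2* -0.43) and the log2 fold change for FA (*Pthlh* 0.019). The cause was not tested.

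Animal numbers recur between the groups, and a model with the number as a block was fitted as an alternative. The paper does not say that a number marks a shared litter or batch. The deviations of same-numbered dams from their groups had a median correlation across genes of 0.0791 over 28 pairs, from -0.220 to 0.429, with 12 pairs over 0.1, against -0.00699 over 332 other pairs. Permuting the numbers within groups gave p = 0.00890 (one-sided permutation test, 10000 resamples), and between 0.00300 and 0.05 with each number left out. A weak tie between same-numbered dams can therefore not be dismissed, and what it stems from was not tested. With the block, 0 genes were called for fluoxetine (*Elovl6* 0.69, adjusted p = 0.466 by edgeR), and 47 genes had an unadjusted p of 0.01 or below for the interaction. The direction changed for lists for fluoxetine (adipocyte 0.370, B and plasma cell 0.272, skeletal muscle 0.502, T cell 0.400, cytokine 0.232, STAT3 and involution 0.397, TGF-β and Smad 0.407 and transglutaminase 0.383), lists for FA (neutrophil 0.772, T cell 0.811, cytokine 0.570, milk lipid synthesis 0.498, NFATC 0.957, osteoclast 0.866 and STAT3 and involution 0.413), log2 fold changes for fluoxetine (*Igf1* -0.49, *Tet3* 0.13, *Itpr3* -0.14, *Atp2a3* -0.11, *Htr1d* -0.93 and *Trbc2* -0.11) and log2 fold changes for FA (*Lalba* -0.0044 and *Pthlh* 0.062). Numbers 7, 8, 9 and 13 occur only in breeder diet + fluoxetine, so with the block these dams add nothing to the differences between groups. The block also takes up degrees of freedom, so that fewer remain for the test. The loss of calls is therefore no measure of a tie between same-numbered dams, and any further cause was not tested.

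Alternatives that gave no value were the filter at 1 CPM for *Jazf1* and other rare genes, the alternative without the 20 most abundant genes for the milk protein genes, and the additive model and the reference level for the interaction. Depth limits what can be said of genes under the filter, among them *Slc6a4* and the calbindins.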

Differences from the paper's values

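The tests chosen only after the result was seen were the likelihood ratio tests without robust estimation, limma voom and leaving out single dams for *Pth1r* and the lists.

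The paper's number of fluoxetine DEGs at an FDR of 10% is 56, where edgeR's quasi-likelihood test gave 3. The paper's numbers of higher and lower genes are 49 and 7, where this test gave 1 and 2. Among the alternatives set before the data were examined, the total came within 1.5 times the paper's under the likelihood ratio test (45), which the paper's methods name, and under DESeq2 (70). It did not under no filter, the 1 CPM filter, RLE, upper quartile, leaving out the 20 most abundant genes, the additive model, the breeder diet alone, no robust estimation and the block on animal numbers. The number of higher genes came within this range under the same 2 alternatives (37 and 53), and the number of lower genes under the likelihood ratio test (8) but not under DESeq2 (17). The other alternatives differed for both. The likelihood ratio test without robust estimation gave 58 genes, 49 higher and 9 lower, and with a filter at 0.5 CPM in at least 7 libraries 56 genes, 47 higher and 9 lower, both chosen after seeing the values, the latter as the closest of 18 settings tried, and both drop 0 of the paper's 56 called genes. Limma voom, chosen after seeing the values, gave 48 genes and drops 31 of the paper's.

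The paper's q-value for *Elovl6* is 0.00205 in its Supplementary Table S1, where the quasi-likelihood test gave 0.0404. Of the alternatives set before the data were examined, the likelihood ratio test (0.00187) came within 1.5 times the paper's, and DESeq2, no filter, the 1 CPM filter, RLE, upper quartile, leaving out the 20 most abundant genes, the additive model, the breeder diet alone, no robust estimation and the block on animal numbers did not. For *Saa2* the paper's q-value is 0.0766 against 0.325, reached by DESeq2 (0.0769) and not by the likelihood ratio test, no filter, the 1 CPM filter, RLE, upper quartile, leaving out the 20 most abundant genes, the additive model, the breeder diet alone, no robust estimation and the block on animal numbers. For *Jazf1* the paper's q-value is 0.0609 against 0.325, reached by the likelihood ratio test (0.0745), DESeq2 (0.0715) and not by no filter, RLE, upper quartile, leaving out the 20 most abundant genes, the additive model, the breeder diet alone, no robust estimation and the block on animal numbers. On the paper's symmetric scale, which is 0.5 of the log2 fold change between groups, *Elovl6* had 0.45 and *Saa2* 1.75, which match the paper's. For *Jazf1* the paper's table lists -0.21 where the value here was -0.71, which matches the one in the paper's text. Of the alternatives set before the data were examined, the breeder diet alone (-0.52) differed from the listed value, which has no error of its own, by less than the standard error here, and the likelihood ratio test, DESeq2, no filter, RLE, upper quartile, leaving out the 20 most abundant genes, the additive model, no robust estimation and the block on animal numbers by more.

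The paper's text splits its DEGs into 49 higher and 7 lower, while its Supplementary Table S1 holds 47 higher and 9 lower at a q-value of 0.1 or below. The methods count 8 dams with breeder diet + fluoxetine and 7 with FA diet + fluoxetine, where the sample labels give 7 and 8. Its text counts 215 MeSH terms shared by fluoxetine and FA, while its tables share 216.

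Several directions that the paper states for pathways were not those of the gene lists, which hold other genes than the paper's terms. The paper states a rise of SERCA, milk protein, tight junction, IGF, STAT3 and transglutaminase pathways with fluoxetine. The fry test pointed down for each of these lists, with adjusted p-values of 0.107, 0.429, 0.909, 0.596, 0.986 and 0.909. The cytokine list, where the paper also states a rise, pointed down as well (0.636), with a median log2 fold change of 0.087. A rise is further stated for inositol trisphosphate binding, TRPV, parathyroid hormone and adipogenesis pathways. The lists for these pointed up, with adjusted p-values of 0.107, 0.294, 0.596 and 0.931 by fry, none past an FDR of 10% with all dams. With 1 dam left out, the SERCA list pointed down in all 31 fits and passed an FDR of 10% in 7 (lowest 0.0459), without dam 4 or 10 of breeder diet + saline, dam 7 of breeder diet + fluoxetine, dam 11 of FA diet + saline, or dam 2, 3 or 4 of FA diet + fluoxetine. The IGF list also pointed down in all 31 and passed without dam 3 of FA diet + fluoxetine (0.0726). The milk protein list pointed down in all 31 but passed in 0, and the tight junction, STAT3 and transglutaminase lists changed direction in 4, 16 and 2 fits. With all dams, the median log2 fold changes of the tight junction (0.068), IGF (0.012) and transglutaminase (0.17) lists were positive, the sign that the paper gives. Whether the SERCA and IGF lists pass this FDR depends on single dams. The median log2 fold change of the SERCA list was -0.25 with all dams and 0.19 without dam 4 of FA diet + saline. No direction is therefore established for any list that pointed down here. *Pth1r*, *Dgat1*, *Dgat2*, *Pold1*, *Jazf1* and *Saa2* had the sign that the paper gives, though none of them passed an FDR of 10% by the quasi-likelihood test with all dams. The paper states a fall of parathyroid hormone receptors with FA, where *Pth1r* changed by 0.17 (adjusted p = 0.990 by edgeR), and by -0.26 without dam 3 of FA diet + fluoxetine, so that no direction is established here either.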

Other observations

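The tests on single dams behind *Mmp9*, *Acta2*, *Cnn1*, *Oxtr*, the neutrophil list, *Saa2*, *Elovl6* and the calls of the likelihood ratio test, the splits under the likelihood ratio tests and at an unadjusted p of 0.05, the tests of the lists with single dams left out, and the test on the order of values in Supplementary Table S1, were chosen only after the result was seen.

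Group labels were permuted within diet for fluoxetine and the interaction and within drug for FA, in 100 splits with the real one included. For the 3 fluoxetine DEGs of the quasi-likelihood test, 1 split gave as many, the real one. This argues against chance for dams taken as unrelated to each other, but does not exclude it. A permuted split gave 2 genes, and 100 splits cannot give less than 1 in 100. The splits do not take account of a tie between same-numbered dams. For the 45 DEGs of the likelihood ratio test, 5 splits gave as many, as 5 did for the 58 without robust estimation, and chance cannot be excluded. For the fluoxetine genes at an unadjusted p of 0.01 or below, 4 splits gave as many under the likelihood ratio test. Under this test without robust estimation 6 splits did, as under the quasi-likelihood test. Among 100 splits, these counts are too close to tell the tests apart, so chance is not excluded under any of them. For the genes of FA (53 splits) and of the interaction (52 splits) at this p, chance cannot be excluded either. At an unadjusted p of 0.05 or below, chance cannot be excluded for the genes of fluoxetine (7 splits), FA (48 splits) or the interaction (49 splits). With 0 DEGs for FA and the interaction, all 100 splits gave as many.

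Log2 fold changes for fluoxetine had a Spearman rho of -0.0265 with exon length across genes, which argues against gene length as their cause. Total counts did not differ detectably between fluoxetine and saline (permutation test, p = 0.184), so a part played by library size cannot be told apart from none. Across genes, which are not independent, fluoxetine and FA fold changes had a Pearson r of 0.124. This lies within the range over the permuted splits, which is consistent with both contrasts sharing their libraries.

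Lists of cell types were tested to see whether the fluoxetine genes follow tissue make-up. By fry, the direction and adjusted p for fluoxetine were luminal (up, 0.981), myoepithelial (down, 0.129), endothelial (up, 0.530), fibroblast (down, 0.747), B and plasma cell (up, 0.909), T cell (down, 0.931), macrophage (up, 0.747), neutrophil (up, 0.0948), skeletal muscle (down, 0.264) and erythroid (up, 0.747). With all dams, the neutrophil list alone passed an FDR of 10% by fry, with 3 genes and an adjusted p of 0.0948, *Mmp9* (log2 fold change 1.5, 0.0324 adjusted over the list alone), *S100a8* (1.24) and *Csf3r* (0.49). With each dam left out in turn it passed in 10 of 31 fits, without dam 2 or 10 of breeder diet + saline, dam 6, 7 or 8 of breeder diet + fluoxetine, dam 5 or 11 of FA diet + saline, or dam 2, 3 or 4 of FA diet + fluoxetine. The fibroblast list passed without dam 3 of FA diet + fluoxetine, with 0 of 6 genes higher, a median log2 fold change of -0.49 and an adjusted p of 0.0726. The myoepithelial list passed without dam 7 of breeder diet + fluoxetine or dam 2 or 3 of FA diet + fluoxetine (lowest adjusted p 0.0581). *Mmp9* had 0.72 (0.193 over the list alone) without dam 3 of FA diet + fluoxetine, and also lay above 0.05 over the list alone without dam 5, 7 or 9 of breeder diet + fluoxetine or dam 11 of breeder diet + saline. In the myoepithelial list, *Acta2* changed by -0.38 (0.0372 over the list alone, at 0.05 or below in 16 of 31 fits with 1 dam left out). The skeletal muscle list had an unadjusted p of 0.0603, and its median and test differed in sign, as they did for the B and plasma cell, fibroblast and T cell lists. The summed skeletal muscle transcripts ran from 0.664 to 6269.8 CPM between dams, so some samples carried muscle transcripts and others nearly none. Whether muscle plays a part in the fluoxetine genes is left open. The limit set for cell composition was an adjusted p of 0.05, which no cell list reached by fry or by camera with an estimated correlation with all dams. Camera with its preset correlation reached it for the skeletal muscle and myoepithelial lists, so this is left open as well. By fry, leaving out 1 dam changed the direction for the luminal list in 12, the B and plasma cell list in 3, the T cell list in 5 and the macrophage list in 1 of 31 fits, the last without dam 3 of FA diet + fluoxetine.

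For FA, the same lists had luminal (down, 0.931), myoepithelial (up, 0.931), endothelial (up, 0.931), fibroblast (up, 0.931), B and plasma cell (down, 0.931), T cell (up, 0.986), macrophage (up, 0.931), neutrophil (up, 0.931), skeletal muscle (down, 0.931) and erythroid (up, 0.931). In the myoepithelial list, *Acta2* (0.35), *Cnn1* (0.35) and *Oxtr* (0.35) rose on the log2 scale, with p-values over the list alone of 0.0327, 0.0327 and 0.0408, and of 0.933 over all genes. With 1 dam left out, they stayed at 0.05 or below over the list alone in 23, 23 and 13 of 31 fits. The other lists not given for FA elsewhere had inositol trisphosphate receptor (down, 0.931), SERCA (down, 0.217), TRPV (up, 0.959), milk lipid synthesis (down, 0.959), adipocyte (up, 0.931), acute-phase (up, 0.931), cytokine (up, 0.931), osteoclast (down, 0.931), GATA factor (down, 0.959), NFATC (up, 0.959), parathyroid (up, 0.959) and transglutaminase (down, 0.931). Median and test differed in sign for the milk lipid synthesis, milk protein, NFATC, osteoclast, GATA factor, transglutaminase and TRPV lists. Leaving out 1 dam changed the direction in 16 of 31 fits for the T cell list, 9 for TRPV, 8 for parathyroid, 7 for NFATC and 4 for GATA factor. It changed in 1 fit each for the adipocyte, macrophage and milk lipid synthesis lists, without dam 3 of FA diet + fluoxetine, and for the luminal list, without dam 2 of breeder diet + saline. The medians of the acute-phase, osteoclast and transglutaminase lists were negative without dam 3 of FA diet + fluoxetine (-0.046, -0.0053 and -0.14).

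Of the genes called by the likelihood ratio test without robust estimation, 84.5% were higher under fluoxetine. Without dam 3 of FA diet + fluoxetine the share was 55.6% of 27 genes, and without any other single dam it was at least 76.1%. The excess of higher genes under this test may therefore rest in part on that library, as a hypothesis found and tested on the same data.

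*Saa2* was higher under fluoxetine in its mean, while ranks within diet gave a permutation p of 0.120, so a few dams with high values may carry its fold change. For *Elovl6* the same permutation test gave p = 1.10e-04, which argues against a few dams as the cause.

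In Supplementary Table S1, the sign of the paper's fold change was that of the refit for 107 of 129 genes as listed. With values paired by p within each shared q-value, it was equal for 129 genes, against at most 119 in 1000 random rearrangements within the same blocks. The Pearson r across genes rose from 0.624 to 0.99998. A candidate explanation is that values of genes with a shared q-value stand beside another gene of the same block.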
